# Loss of SELENOW aggravates muscle loss with regulation of protein synthesis and the ubiquitin-proteasome system

**DOI:** 10.1126/sciadv.adj4122

**Published:** 2024-09-20

**Authors:** Jia-Cheng Yang, Meng Liu, Rong-Hui Huang, Ling Zhao, Qin-Jian Niu, Ze-Jing Xu, Jin-Tao Wei, Xin Gen Lei, Lv-Hui Sun

## Abstract

Sarcopenia is characterized by accelerated muscle mass and function loss, which burdens and challenges public health worldwide. Several studies indicated that selenium deficiency is associated with sarcopenia; however, the specific mechanism remains unclear. Here, we demonstrated that selenoprotein W (SELENOW) containing selenium in the form of selenocysteine functioned in sarcopenia. SELENOW expression is up-regulated in dexamethasone (DEX)–induced muscle atrophy and age-related sarcopenia mouse models. Knockout (KO) of SELENOW profoundly aggravated the process of muscle mass loss in the two mouse models. Mechanistically, *SELENOW* KO suppressed the RAC1-mTOR cascade by the interaction between SELENOW and RAC1 and induced the imbalance of protein synthesis and degradation. Consistently, overexpression of SELENOW in vivo and in vitro alleviated the muscle and myotube atrophy induced by DEX. SELENOW played a role in age-related sarcopenia and regulated the genes associated with aging. Together, our study uncovered the function of SELENOW in age-related sarcopenia and provides promising evidence for the prevention and treatment of sarcopenia.

## INTRODUCTION

Sarcopenia is characterized by a substantial reduction of skeletal muscle mass and strength, and it commonly occurs as an age-related process and affects almost all elderly people (*1*). Sarcopenia can cause poor functional status associated with increased adverse outcomes including falls, frailty, and mortality, and its risk increases with age (*2*). Although exercise is undoubtedly the most effective approach to reverse sarcopenia (*3*), it is not always applicable, particularly for older adults. Therefore, the development of strategies to address or mitigate the loss of skeletal muscle mass is urgently needed. In this regard, nutritional strategies have drawn much attention (*4*, *5*).

Selenium is an essential nutrient for humans and animals and plays pivotal roles in antioxidant defense, anticancer, and anti-inflammatory effects (*6*–*8*). Many studies have shown that selenium deficiency induces nutritional skeletal muscle disorders (*9*), such as muscular dystrophy in several animals (*10*–*12*) and diseases like SELENON-related myopathy (*13*) and Keshan disease in humans (*14*). In addition, selenium concentration was reported to be positively associated with muscle mass and strength in older adults (*15*, *16*), which implies that selenium is related to the development of age-related sarcopenia. In addition, numerous studies have demonstrated that selenium supplementation is an important strategy to prevent aging-related diseases (*17*); the underlying mechanism is not clear. Despite the biological functions of selenium, attributed primarily to its presence as selenocysteine (Sec) in 25 selenoproteins (*18*, *19*), which selenoproteins are involved in age-related sarcopenia are still unclear.

According to the gene expression signature in rats (*20*), among all selenoproteins, selenoprotein W (SELENOW) was the only one identified in the age-related genes. SELENOW is the smallest 9.5-kDa selenoprotein, has a thioredoxin-like fold, and belongs to the Rdx family, which implicates exerting important physiological functions during the aging process (*21*–*23*). It shows the highest expression in the skeletal muscle (*24*, *25*) and was the first selenoprotein described to be linked to white muscle disease in lambs (*26*). Over the past decades, numerous in vitro studies have demonstrated that SELENOW can function in redox regulation (*27*–*30*), cell cycle progression (*31*–*33*), and myogenic differentiation (*34*–*36*), which are closely related to muscle growth and development. However, the in vivo function of SELENOW in skeletal muscle, especially in age-related sarcopenia, remains unknown.

Here, we generated *SELENOW* knockout (KO) mice to determine the *vivo* function of SELENOW in skeletal muscle. We found that (i) *SELENOW* KO aggravated muscle mass loss in dexamethasone (DEX)–induced muscle atrophy and age-related sarcopenia mouse models; (ii) *SELENOW* KO disrupted the balance of protein synthesis and degradation in skeletal muscle through the RAC1-mTOR cascade; and (iii) overexpression of SELENOW alleviated DEX-induced muscle and myotube atrophy in in vivo and in vitro studies. These results provide a potential intervention target to prevent and treat sarcopenia.

## RESULT

### SELENOW is up-regulated in skeletal muscle of mice with atrophy and sarcopenia

Because of the possible roles of SELENOW in sarcopenia, we identified the expression of SELENOW in skeletal muscle of atrophy and sarcopenia mice. We first analyzed the Gene Expression Omnibus (GEO) database (GSE 159952) and found that SELENOW mRNA and protein expression were up-regulated in gastrocnemius (GAS) muscles of DEX-induced muscle atrophy mice (Fig. 1A). Here, as compared with the control group, we also found that SELENOW was up-regulated in tibialis anterior (TA), GAS, and quadricep (QU) muscle protein level after DEX treatment (Fig. 1, B and C). Subsequently, we analyzed the data of PMID 35017317 and found that *SELENOW* mRNA expression was up-regulated in hindlimb skeletal muscle of aging-induced sarcopenia mice (Fig. 1D). To establish chronic sarcopenia mice, we raised wild-type (WT) C57 mice until they were 24 months old. As compared with young mice (3 months old), aged mice (24 months old) showed thinner and bleaker hair (Fig. 1E), much heavier body weight (Fig. 1F), reduced fiber size of TA muscle (Fig. 1G), and increased atrophic gene (Atrogin1 and MuRF1) expression in TA muscle (Fig. 1, H and I), indicating the presence of sarcopenia in aged mice. Of note, SELENOW was also up-regulated in the TA muscle protein level of aged mice (Fig. 1, H and I). Overall, these data suggest an increased level of SELENOW in sarcopenia.

**Fig. 1.**
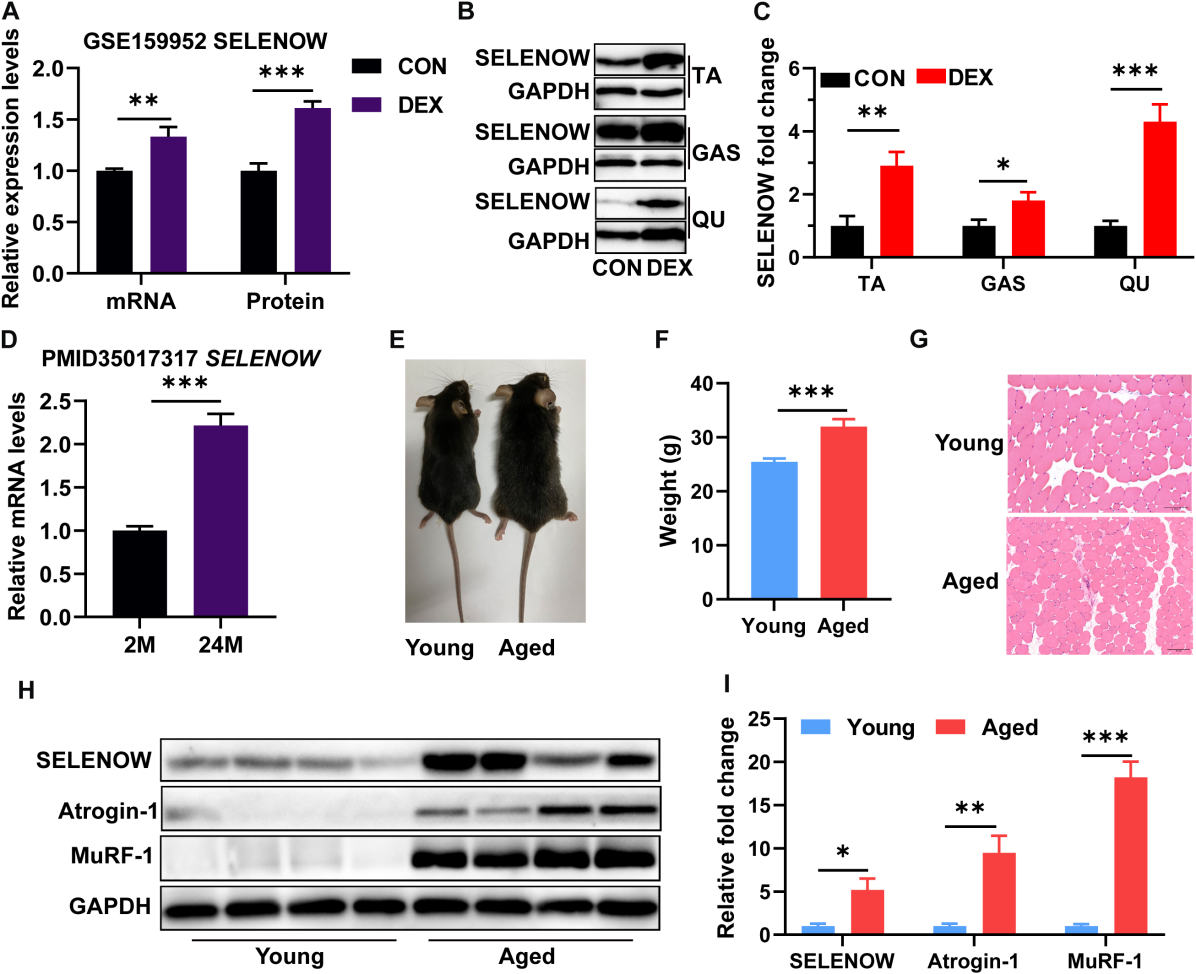
SELENOW is up-regulated in muscle with age-related sarcopenia. (**A**) Relative expression levels of SELENOW in mRNA and protein level of GAS muscle from the GSE159952 database, *n* = 4. (**B** and **C**) Western blot analysis of SELENOW expression in TA, GAS, and QU muscles after DEX treatment, *n* = 4. (**D**) Relative expression levels of Fndc5 in mRNA and protein level of GAS muscle from the PMID 35017317 paper, *n* = 5 to 6. (**E**) Photographs of young (3-month-old) and aged (24-month-old) mice. (**F**) Body weights of young and aged mice, *n* = 12 to 13. (**G**) Representative hematoxylin and eosin (H&E)–stained cross sections in TA muscle of young and aged mice; scale bars, 100 μm. (**H** and **I**) Western blot analysis of protein levels of SELENOW, Atrogin-1, and MuRF-1 in TA muscle of young and aged mice. GAPDH was used as the loading control, *n* = 4. Data are means ± SEM. Student’s *t* test, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001

### SELENOW is dispensable for bodyweight and muscle mass maintenance in basal conditions

To identify the specific function of SELENOW in skeletal muscle, we generated *SELENOW* KO mice by deleting exon 4 with two sgRNAs (Fig. 2A), and Western blot confirmed that SELENOW has been ablated in skeletal muscle (Fig. 2B). As compared with WT mice, there was no bodyweight or muscle mass change from weaning to 12 weeks (Fig. 2, C to E). To assess the role of SELENOW in muscle development, maintenance, and physiology, histological and immunofluorescence analyses were used in TA muscle. Hematoxylin and eosin (H&E) staining of muscle-detected normal muscle architecture with no inflammation, compensatory muscle regeneration, and degeneration in KO muscles (Fig. 2F), and laminin B1 staining showed the cross-sectional area (CSA) of myofiber distribution no different between WT and KO muscle (Fig. 2, G and H). These results indicated that SELENOW is dispensable for skeletal muscle growth and maintenance in the basal condition.

**Fig. 2.**
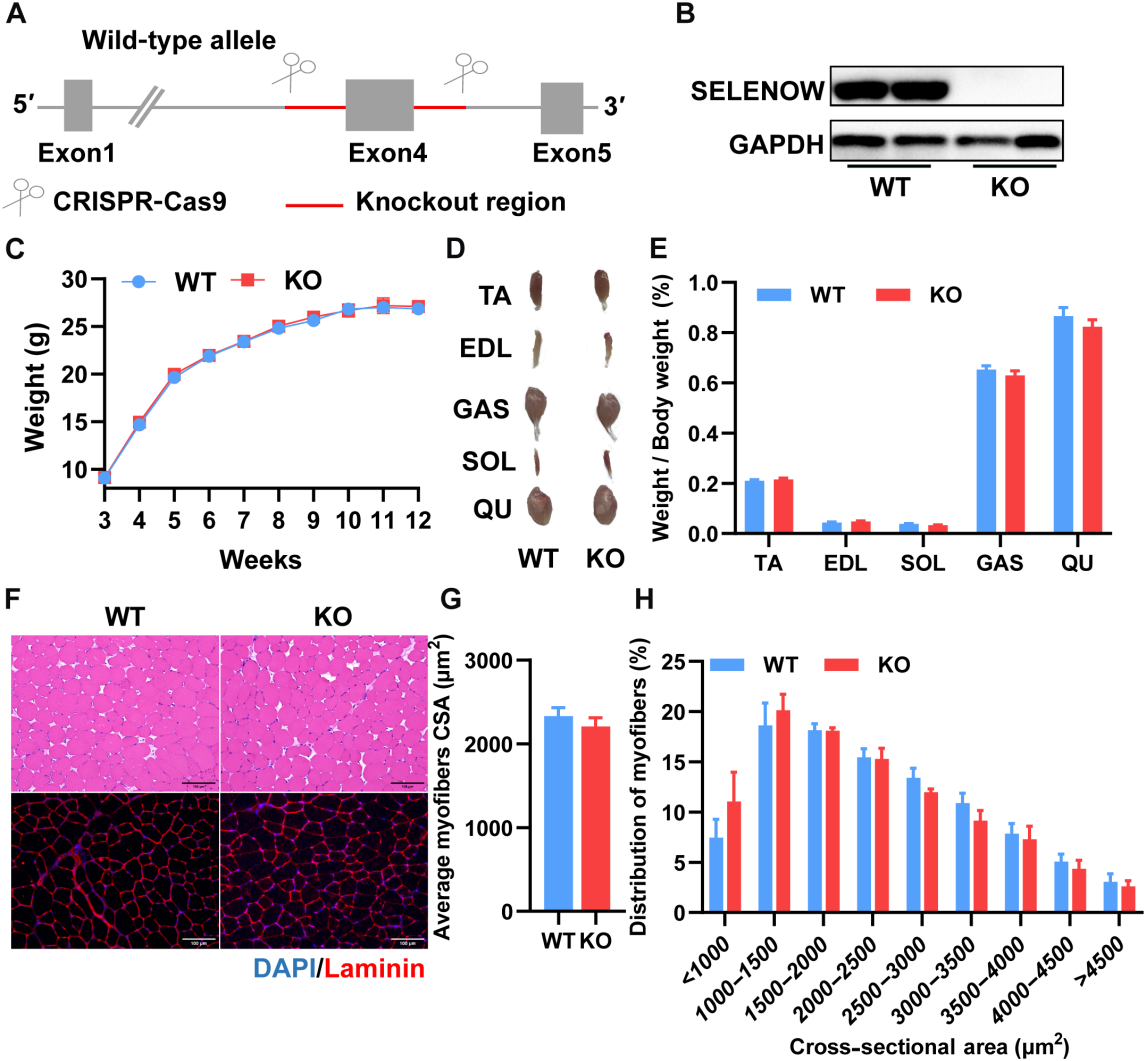
SELENOW deletion does not affect muscle size or histology. (**A**) CRISPR-Cas9 gene-targeting strategy for the generation of SELENOW KO mice. (**B**) Western blot analysis of SELENOW in TA muscles of WT and KO mice, *n* = 2. (**C**) Average body weights of mice from 3 to 12 weeks of age, *n* = 7. (**D** and **E**) Gross morphology mass analysis of TA, EDL, GAS, SOL, and QU in WT and KO mice, *n* = 7. (**F**) Representative H&E staining and Laminin staining of the myofiber cross section of TA; scale bars, 100 μm. (**G** and **H**) Related myofiber cross-sectional area (CSA) and frequency of distribution for CSA of TA muscle, *n* = 7. Data are means ± SEM; Student’s *t* test.

### *SELENOW* KO aggravates DEX-induced muscle atrophy in mice

Given the increased level of SELENOW in atrophy muscle, we next investigated the function of SELENOW in the DEX-induced muscle atrophy mouse model. As a previous study described (*37*), 2-month-old male mice were treated with DEX for 8 days via intraperitoneal injections of 25 mg kg^−1^ day^−1^ (Fig. 3A). Compared to WT mice, KO mice body weight did not show a notable change during DEX treatment (Fig. 3B), whereas the TA, extensor digitorum longus (EDL), and GAS muscle index were lower in KO mice (Fig. 3, C and D). The H&E and laminin B1 staining of TA muscle were performed to characterize the effect of SELENOW in muscle atrophy (Fig. 3E). After statistical analysis of fiber size, we found that KO muscle fibers displayed substantially smaller diameters (Fig. 3, F and G). In addition, MyHC was notably decreased in TA and GAS muscle, whereas atrophic genes (Atrogin-1 and MuRF-1) were strongly up-regulated in GAS muscle (Fig. 3, H to J). Collectively, these results suggest that *SELENOW* KO aggravates muscle atrophy and increases the rate of protein ubiquitination in DEX-induced muscle atrophy of mice.

**Fig. 3.**
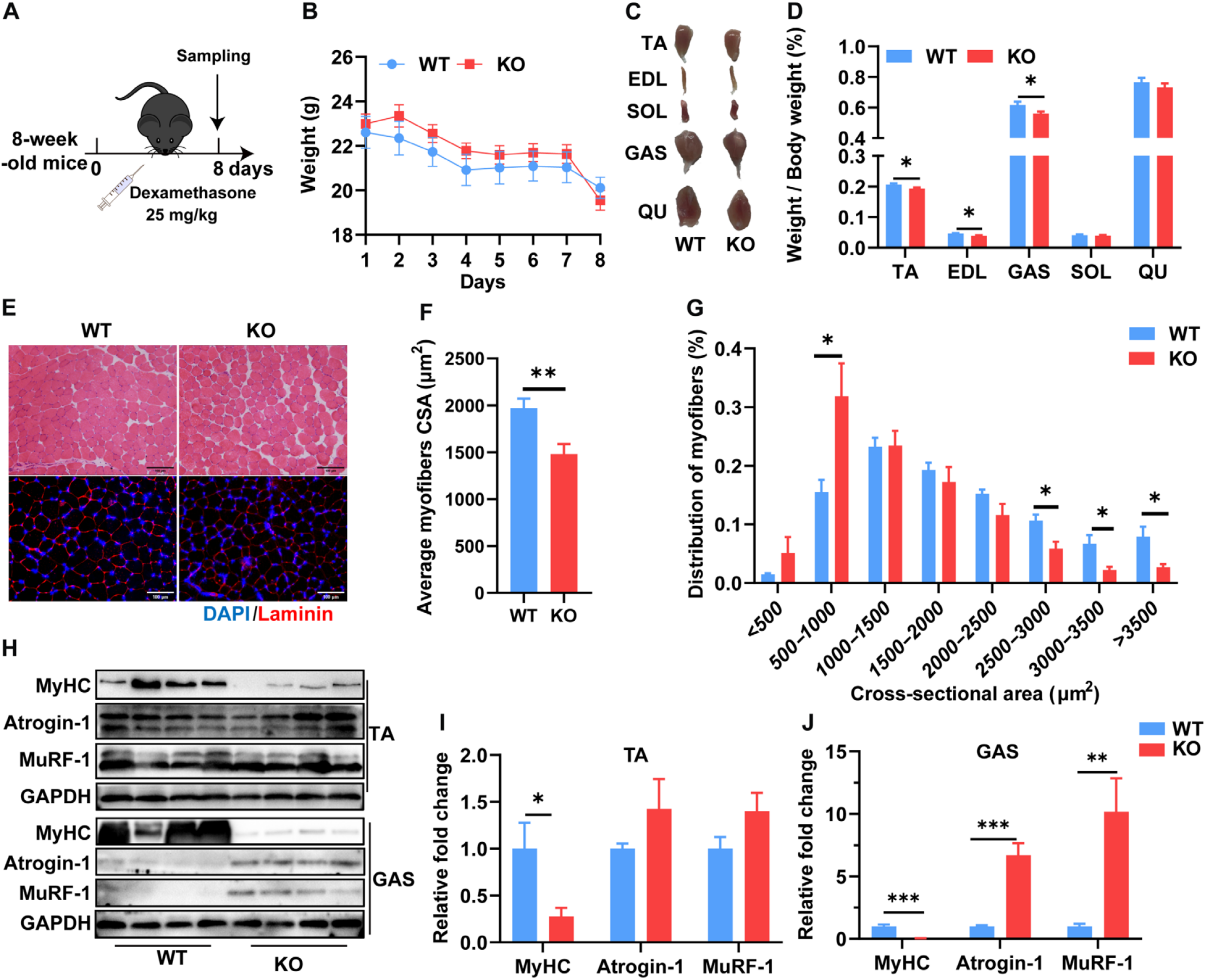
SELENOW deletion aggravates DEX-induced muscle atrophy. (**A**) Schematic showing the acute sarcopenia mice model established by the treatment of DEX in 8-week-old mice for 8 days. (**B**) Comparison of DEX treatment on body weight in WT and KO mice, *n* = 8. (**C** and **D**) Gross morphology mass analysis of TA, EDL, Gas, SOL, and QU in mice after DEX treatment, *n* = 8. (**E**) Representative H&E staining and Laminin staining of myofiber cross section of TA after DEX treatment; scale bars, 100 μm. (**F** and **G**) Related myofiber CSA and frequency of distribution for CSA of TA muscle after DEX treatment, *n* = 8. (**H** to **J**) Western blot analysis of protein levels of MyHC, Atrogin-1, and MuRF-1 in TA and Gas muscle. GAPDH was used as the loading control, *n* = 4. Data are means ± SEM; Student’s *t* test, *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001.

### *SELENOW* KO worsens the degree of aging-related sarcopenia in mice

To further determine the effects of SELENOW on muscle mass and function in sarcopenia, 22- to 24-month-old mice were used as a naturally chronically occurring aging-associated sarcopenia model (Fig. 4A). Similar to the DEX-induced muscle atrophy of mice model, there was no notable change bodyweight change between WT and KO mice from 3 to 24 months (Fig. 4B). As compared with WT mice, KO mice also showed weaker grip strength, whereas there was no change in hanging time (Fig. 4, C and D). In addition, the weight of TA, GAS, soleus (SOL), and QU muscles were notably lower in KO mice (Fig. 4, E and F). Correspondingly, *SELENOW* KO slightly reduced glucose clearance ability in aged mice, as illustrated by a higher blood glucose concentration at the 15-min point after insulin injection (fig. S1). Given SELENOW’s established role in redox control, we investigated whether its ablation affects the status of the redox environment. *SELENOW* KO led to an increased malondialdehyde (MDA) concentration and a decrease in glutathione (GSH) level and thioredoxin reductase (TXNRD) activity in GAS muscle (Fig. 4, G to J), indicating that SELENOW deletion reduced the antioxidant capacity.

**Fig. 4.**
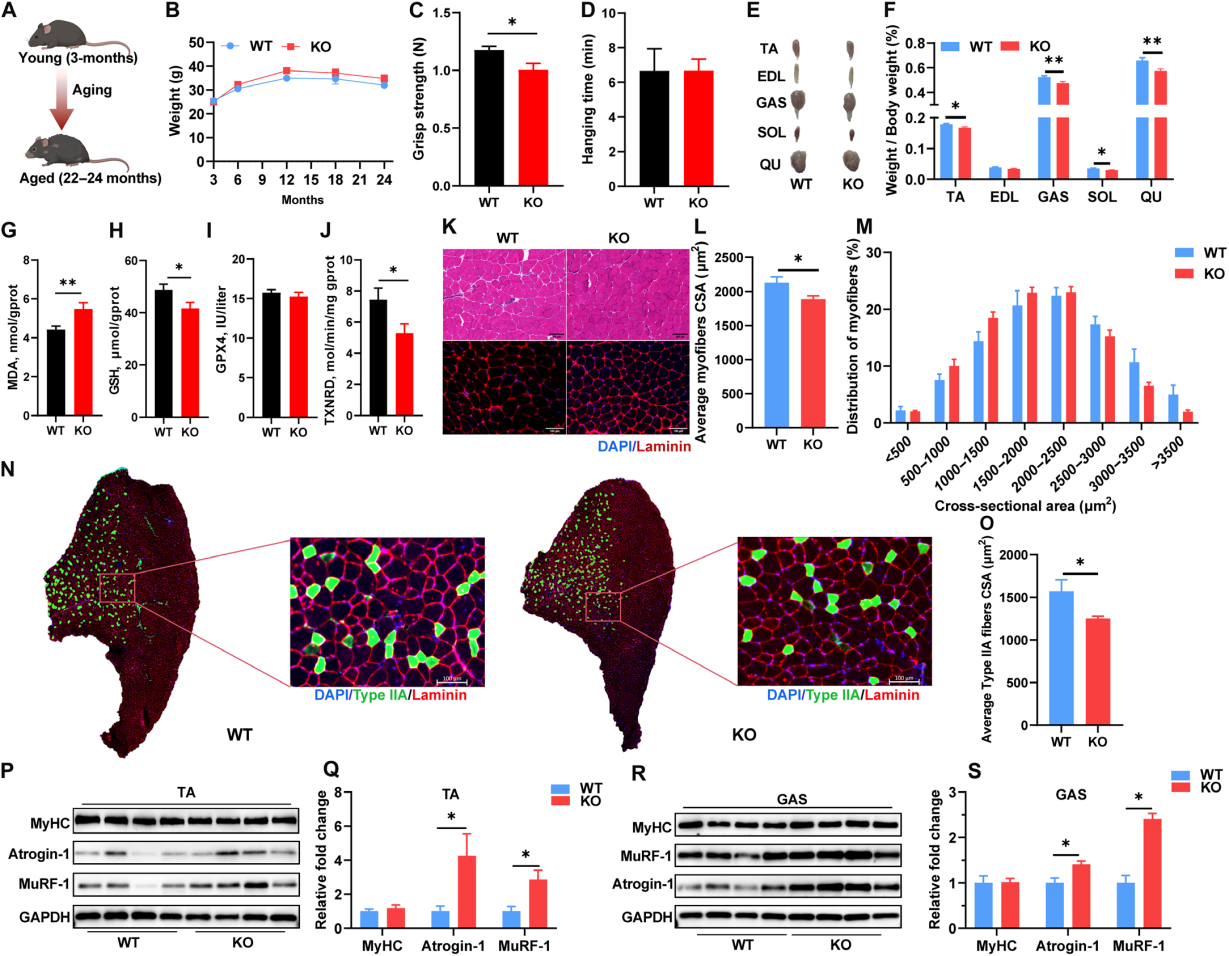
SELENOW deletion aggravates age-related sarcopenia. (**A**) Schematic showing the chronic sarcopenia mice model established by raising C57 mice from 3 months to 22 to 24 months. (**B**) Average body weights of mice from 3 to 24 months of age, *n* = 13 to 15. (**C** and **D**) Grip strength and hanging time of C57 mice from 22 to 24 months of age, *n* = 8 to 9. (**E** and **F**) Gross morphology mass analysis of TA, EDL, GAS, SOL, and QU in aged mice after DEX treatment, *n* = 18 to 22. (**G** to **J**) MDA, GSH, GPX4, and TXNRD concentration or activity in GAS muscle, *n* = 13 to 15. (**K**) Representative H&E staining and Laminin staining of myofiber cross section of TA muscle; scale bars, 100 μm. (**L** and **M**) Related myofiber CSA and frequency of distribution for CSA of TA muscle a, *n* = 7. (**N** and **O**) Representative Laminin staining of type IIA fibers in TA muscle; scale bar, 100 μm. (O) Related CSA of type IIA fibers in TA muscle, *n* = 5. (**P** to **S**) Western blot analysis of protein levels of MyHC, Atrogin-1, and MuRF-1 in TA and GAS muscle. GAPDH was used as the loading control, *n* = 4. Data are means ± SEM; Student’s *t* test, *P ≤ 0.05, **P ≤ 0.01.

As compared with WT mice, KO mice had smaller mean CSA of individual myofibers in TA muscle of aged mice (Fig. 4, K to M), and similarly in EDL, SOL, GAS, and QU muscles (fig. S2). Given the up-regulation of SELENOW in slow fibers during aging (*38*), we also texted the slow fiber in TA muscles. *SELENOW* KO mice exhibit a reduced size of type IIA fibers in the TA muscle (Fig. 4, N and O), while type I fibers are rarely found in TA muscle (fig. S3). Of note, Atrogin-1 and MuRF-1 were up-regulated in TA and GAS muscles, whereas MyHC did not change in TA or GAS muscles (Fig. 4, P to S). Altogether, these results further demonstrated that *SELENOW* KO also aggravated muscle loss in aging-induced sarcopenia mice and induced the imbalance of protein homeostasis.

### *SELENOW* KO induces an imbalance of proteostasis through rho signaling

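RNA was taken from the tibialis anterior (TA) muscle of 3 aged WT and 3 aged SELENOW KO mice. The paper gives the age of aged mice as 22 to 24 months, and the labels of these samples give 24 months. The authors aligned paired-end reads with Hisat2 and counted them per gene with featureCounts, and they deposited the raw count of each gene in each library, without normalization. The table holds 55416 genes, and its total counts were 25351976, 29111213 and 25398186 in WT replicates 1, 2 and 3 and 27815342, 27345022 and 27637175 in KO replicates 1, 2 and 3. Mitochondrially encoded genes took 32.1% ± 4.54 of the counts in WT (SD, n = 3) and 38.0% ± 2.49 in KO (SD, n = 3), and the ranges of the groups overlapped. From these counts, genes were kept by edgeR's filterByExpr with its default settings, scaled by TMM factors, and compared between genotypes with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Among the choices that changed the numbers were the filter on low counts, the test, robust estimation, the replicate block and the correction for gene length, and leaving out a library changed them as well. The replicates of a genotype were separate libraries: their counts differed by far more than sampling noise, with a chi-square per degree of freedom of 21.4 to 79.6.
The targeted gene was examined first. Selenow (ENSMUSG00000041571) lies on chromosome 7 from 15917208 to 15922402 in GRCm38, on the minus strand, and its exon 4, the exon deleted in the KO mice, spans 75 bases of coding sequence, or 10.2% of the counted length of 736 bases. In WT the gene had a TMM-scaled CPM, its share of the library's counts on a fixed scale, of 244 ± 24.4 (SD, n = 3) and in KO 205 ± 10.3 (SD, n = 3), a log2 fold change of -0.25 (standard error 0.14, adjusted p = 0.604 from edgeR's quasi-likelihood test). Every KO library was below every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). The counts are per gene, not per exon, so loss of exon 4 was not measured directly.

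**Figure D1:**
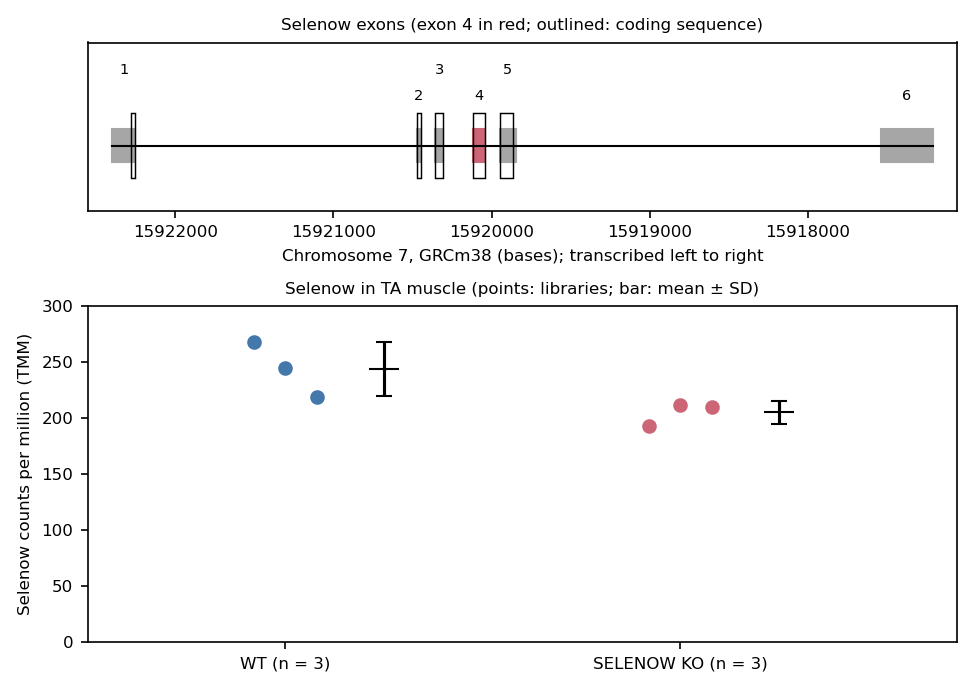
Exons of Selenow on chromosome 7 of GRCm38 (top; position in bases, exon 4 in red, coding sequence outlined) and TMM-scaled CPM of Selenow in each TA library (bottom; points are libraries, bars the mean ± SD). The 3 KO libraries lie below the 3 WT libraries, at a mean of 205 against 244 CPM.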

To explore the mechanism underlying the KO of SELENOW aggravate sarcopenia in mice, RNA sequencing analysis was performed with TA muscle in aged mice. 

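Between 22711 and 25020 genes had at least 1 count in each of the 6 TA libraries, and 31780 genes had at least 1 count in total. After the filter on low counts, 15623 genes were tested for a difference between genotypes. A stricter filter of at least 10 counts in every library kept 13819 genes, and a mean of at least 10 counts kept 15527. At these depths 3 counts, taken as the smallest count that shows a gene, came to a CPM of 0.103 to 0.118 of the total counts.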

Overall, 14,124 genes were detected. Differentially expressed genes (DEGs) were identified as *P* < 0.05 and fold change >1.5 or <0.7. Here, 436 genes were notably up-regulated, whereas 364 genes were notably down-regulated in KO aged mice muscle (Fig. 5A). 

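With an unadjusted p under 0.05 and a fold change over 1.5 or under 0.7, edgeR's quasi-likelihood test called 836 of the 15623 genes, of which 345 were higher and 491 were lower in KO muscle. No gene had a Benjamini-Hochberg adjusted p under 0.05, and the smallest adjusted p was 0.0588. An unadjusted p under 0.05 was given by 1545 genes, where 781 would be called by chance. In counts simulated for the same 15623 genes and 6 libraries, the same fold change and unadjusted p thresholds called 407 of 15345 unchanged genes. In the same simulated counts, 80.5% of 200 genes given an absolute log2 fold change of at least 1 had an adjusted p under 0.05. This share does not apply to genes with smaller changes. Of the 836 called genes, 609 are among the 800 genes of Table S4 with the same direction of change, and the table's counts equal the deposited ones for all 800 genes in all 6 libraries. Table S4 itself lists 364 genes with a positive and 436 with a negative log2 fold change, and 45 of its genes have an adjusted p under 0.05 in the paper's values. Leaving out the filter on low counts gave 1780 called genes, and an absolute log2 fold change over 1 gave 315. DESeq2, the paper's tool, called 771 of the same 15623 genes by these thresholds, and 45 of the 15623 had an adjusted p under 0.05 at any fold change. These are not all the same genes as the 45 of Table S4, where the smallest absolute log2 fold change is 0.50. Among the 836 genes, 412 were annotated as protein-coding and 260 as pseudogenes, whose reads the counting could share with the genes they derive from.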

Heatmap cluster analysis nicely distinguished the expression of different expressions of DEGs between WT and KO mice (Fig. 5B). 

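The distance between libraries was measured over all 15623 tested genes, because DEGs are chosen for their difference between the genotypes and separate them by selection. Spearman's correlation between libraries was 0.976 to 0.979 within WT, 0.975 to 0.980 within KO and 0.967 to 0.976 between the genotypes. Average-linkage clustering into 2 groups parted the WT from the KO libraries. Clustering on the 500 most variable genes did not part them. The mean distance between the genotypes exceeded that within them by 0.00515, and no other division of the 6 libraries into 3 and 3 gave a larger excess (exact permutation test, one-sided, p = 0.1, the smallest p the design allows). The first principal component carried 38.8% of the variance, with the WT libraries at -31.23, -23.69 and -27.47 and KO replicates 1, 2 and 3 at 40.03, -6.10 and 48.46. KO replicate 2 thus lay between the other KO libraries and the WT libraries on this component.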

We found that 6.6% of the DEGs in the skeletal muscle of aging mice between WT and KO were aging-related genes (table S1 and fig. S4A). To further unravel the function of DEGs, Gene Ontology (GO) function analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis were used. According to the GO analysis, the top 10 enriched GO pathways of the up-regulated DEGs were mainly enriched in small GTPase (guanosine triphosphatase) binding, Rho and Ras protein signal transduction, NADH dehydrogenase activity, and the immune effector process, whereas the top 10 GO enriched pathways of down-regulated DEGs were mostly associated with muscle system processes, negative regulation of immune system process, and tumor necrosis factor production (Fig. 5C). Similarly, the top 25 enriched KEGG pathways showed the DEGs up-regulated in Rho GTPase signaling (cGMP-PKG signaling pathway and cAMP signaling pathway), but down-regulated in proteostasis (ribosome and lysosome) (fig. S4, B and C). In addition, although not immediately apparent, KEGG enrichment analysis of DEGs also revealed that loss of SELENOW influences the regulation of the reactive oxygen species (ROS) metabolic process. 

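The members of the GO terms were not used here, and 12 gene lists written from gene symbols stood in for them. The lists were written before the count table was opened but after Table S4, which names DEGs from the same counts, had been read, so their p values are not those of lists chosen without sight of the result. They were tested with limma's camera on the edgeR fit with an assumed inter-gene correlation of 0.01. The 7 mitochondrially encoded subunits of complex I, the NADH dehydrogenase, rose by 0.47 on average (adjusted p = 8.44e-06 from limma's camera), against 0.42 for the 6 other mitochondrially encoded protein genes. The 36 nuclear complex I genes had a mean log2 fold change of -0.18 (adjusted p = 0.00156 from limma's camera), with overlapping libraries (exact permutation test on the library means, two-sided, p = 0.9), and the mean was 0.035 without WT replicate 1. Among genes of the muscle system, the list of 28 slow and developmental muscle genes had a mean log2 fold change of -0.90 (adjusted p = 2.59e-12 from limma's camera), with 25 of the 28 lower, while the 20 fast muscle genes had 0.071 (adjusted p = 0.266 from limma's camera). The 34 leukocyte genes had a mean log2 fold change of -0.67 (adjusted p = 7.74e-06 from limma's camera), which came to -0.11 without WT replicate 3. Leukocyte DEGs went both ways, with 4 higher in KO (one-sided Fisher exact test, adjusted p = 0.019) and 8 lower (adjusted p = 4.8e-05, Fisher exact test). Table S4 names 15 of the 28 slow and developmental muscle genes and 5 of the 7 mitochondrially encoded complex I genes. Without the genes in Table S4, a comparison chosen after seeing the data, the means were -0.52 for slow and developmental muscle (adjusted p = 0.00477) and 0.10 for mitochondrially encoded complex I (adjusted p = 0.425, limma's camera). The p values depended on the test. With the correlation estimated for each list, none of the 12 had an adjusted p under 0.05 (lowest 0.172, limma's camera), and none did with limma's fry rotation test (lowest 0.0947). Over the libraries, the KO values of the slow and developmental muscle genes lay wholly apart from the WT values (exact permutation test on the library means, two-sided, p = 0.1, the smallest p the design allows), and those of the mitochondrially encoded complex I genes did not (p = 0.2, exact permutation test). Among the DEGs alone, the mitochondrially encoded complex I genes were enriched in those higher in KO (one-sided Fisher exact test, adjusted p = 0.00420), the slow and developmental muscle genes in those lower (adjusted p = 0.000586, Fisher exact test), and the nuclear complex I list held no DEG.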

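The list of 79 cytosolic ribosomal proteins had a mean log2 fold change of -0.39 (adjusted p = 1.77e-30 from limma's camera), and 77 of the 79 were lower in KO muscle. After an offset for gene length, which differs between the lists, the mean was -0.33 (adjusted p = 2.45e-25 from limma's camera). The ribosomal list was at -0.37, -0.44 and -0.34 in KO replicates 1, 2 and 3 relative to the WT mean, and the WT libraries ranged from -0.17 to 0.20 (exact permutation test, two-sided, p = 0.1). Under fry its adjusted p was 0.128, and with the correlation estimated for the list it was 0.260 (limma's fry and camera). The 99 lysosomal genes had a mean log2 fold change of -0.15 (adjusted p = 0.0129 from limma's camera), with 65 of the 99 lower. Without the 6 members that Table S4 lists, the lysosomal mean was -0.096 (adjusted p = 0.103 from limma's camera). The values of the KO libraries overlapped those of the WT libraries (exact permutation test, two-sided, p = 0.3), and 4 lysosomal genes passed the thresholds for DEGs, all lower in KO. The 117 genes of the cGMP-PKG list had a mean log2 fold change of 0.070 (adjusted p = 0.0524 from limma's camera), with overlapping libraries (exact permutation test, two-sided, p = 0.2). Of these genes, 9 passed the DEG thresholds as higher in KO and 3 as lower, and the DEGs higher in KO were enriched in the list (one-sided Fisher exact test, adjusted p = 0.00688). The same test on the DEGs lower in KO gave an adjusted p of 2.97e-08 for the ribosomal and 0.756 for the lysosomal list (Fisher exact test).

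**Figure D2:**
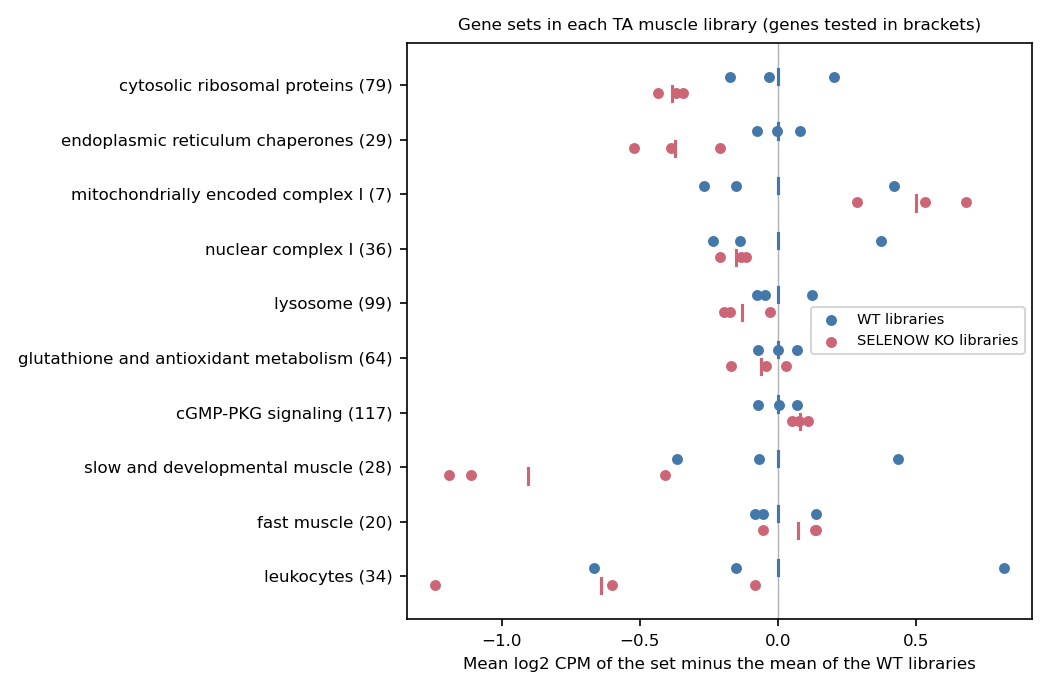
Mean log2 CPM of each of 10 gene lists in each TA library, minus the mean of the WT libraries (blue, WT; red, KO; vertical ticks are group means, and the number of tested genes is in brackets). The KO libraries lie wholly apart from the WT libraries for the ribosomal, endoplasmic reticulum chaperone and slow and developmental muscle lists.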

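The list of 64 tested genes of glutathione and antioxidant metabolism had a mean log2 fold change of -0.057 (adjusted p = 0.229 from limma's camera), with 38 of the 64 lower in KO muscle. Under the 10 alternatives of filter, normalization, model and correction, the mean stayed between -0.090 and -0.033. Of the 64 genes, 4 passed the DEG thresholds: Gstt2 was higher in KO, and Txn1, Hmox1 and Odc1 were lower (one-sided Fisher exact test of the list among the DEGs, adjusted p = 1 for higher and 0.756 for lower). These genes were singled out after their values were seen.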

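The muscle heatmap of Fig. 5E holds 17 genes. All 17 were lower in KO muscle, with log2 fold changes from -2.52 to -0.55, and 9 passed the thresholds for DEGs. None had an adjusted p under 0.05 over all tested genes, and adjusted over the genes of the heatmap alone, 1 did (edgeR's quasi-likelihood test), a count that says nothing of stability because the genes were chosen from the same data. The WT and KO libraries did not overlap for 5 of the 17. Chance gives 10% for genes chosen without sight of these data, a rate that does not hold for the 17. Of the 17 genes, 14 had their highest value in WT replicate 3. With each library left out in turn, 2 of the 9 passed the thresholds in all 6 fits. With DESeq2, all 17 passed.

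**Figure D3:**
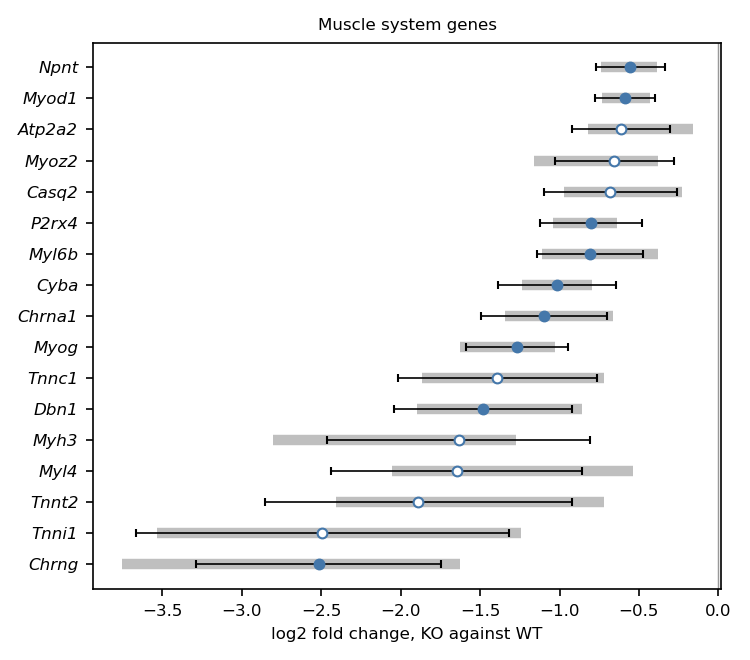
Log2 fold change of each gene of the muscle heatmap, KO against WT, from edgeR's quasi-likelihood fit (points; filled where the gene passed the DEG thresholds), with its standard error (black) and its range over the 6 fits that each left out one library (gray). The values range from -2.52 to -0.55.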

On the basis of the GO analysis, we also generated a heatmap to show the expression of genes enriched in the muscle system process and Rho protein signal transduction (Fig. 5, D and E). Notably, the real-time q-PCR result showed that mRNA levels of genes (*ARHGEF40, EPS8l2, FGD5, MCF2L,* and *TIAM1*) associated with Rho signaling transduction were increased and genes (*MYOD1, MYOG, CHRNG*, *MYL4*, *MYL6B*, *MYOZ2, P2RX4,* and *TNNC1*) associated with muscle system processes were decreased in KO muscle, which is in agreement with the RNA sequencing (RNA-seq) results (Fig. 5F).

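In the sequencing counts, Mcf2l, Tiam1, Arhgef40, Eps8l2 and Fgd5 were higher and all 8 muscle genes were lower in KO muscle. Mcf2l rose from a CPM of 5.74 ± 0.963 to 9.29 ± 0.802 (SD, n = 3 each), a log2 fold change of 0.69 (standard error 0.16, adjusted p = 0.275 from edgeR's quasi-likelihood test). Tiam1 had a log2 fold change of 0.66 (standard error 0.25), Arhgef40 of 0.63 (standard error 0.25) and Eps8l2 of 1.02 (standard error 0.43). Fgd5 stayed under the fold change threshold. Myog fell from a CPM of 5.49 ± 1.76 to 2.28 ± 0.925 (SD, n = 3 each), a log2 fold change of -1.27 (standard error 0.32, adjusted p = 0.299 from edgeR), and Myod1 from 7.30 ± 1.30 to 4.86 ± 0.870 (SD, n = 3 each), a log2 fold change of -0.59 (standard error 0.19). Chrng had a CPM of 1.38 ± 1.09 in WT and 0.240 ± 0.247 in KO (SD, n = 3 each). Myl6b and P2rx4 also passed the DEG thresholds, while Myl4, Myoz2 and Tnnc1 did not, with unadjusted p of 0.0989, 0.128 and 0.0651 from edgeR's quasi-likelihood test. Of the 13 genes, 9 passed the thresholds, and DESeq2 on the same genes gave 12.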

**Fig. 5.**
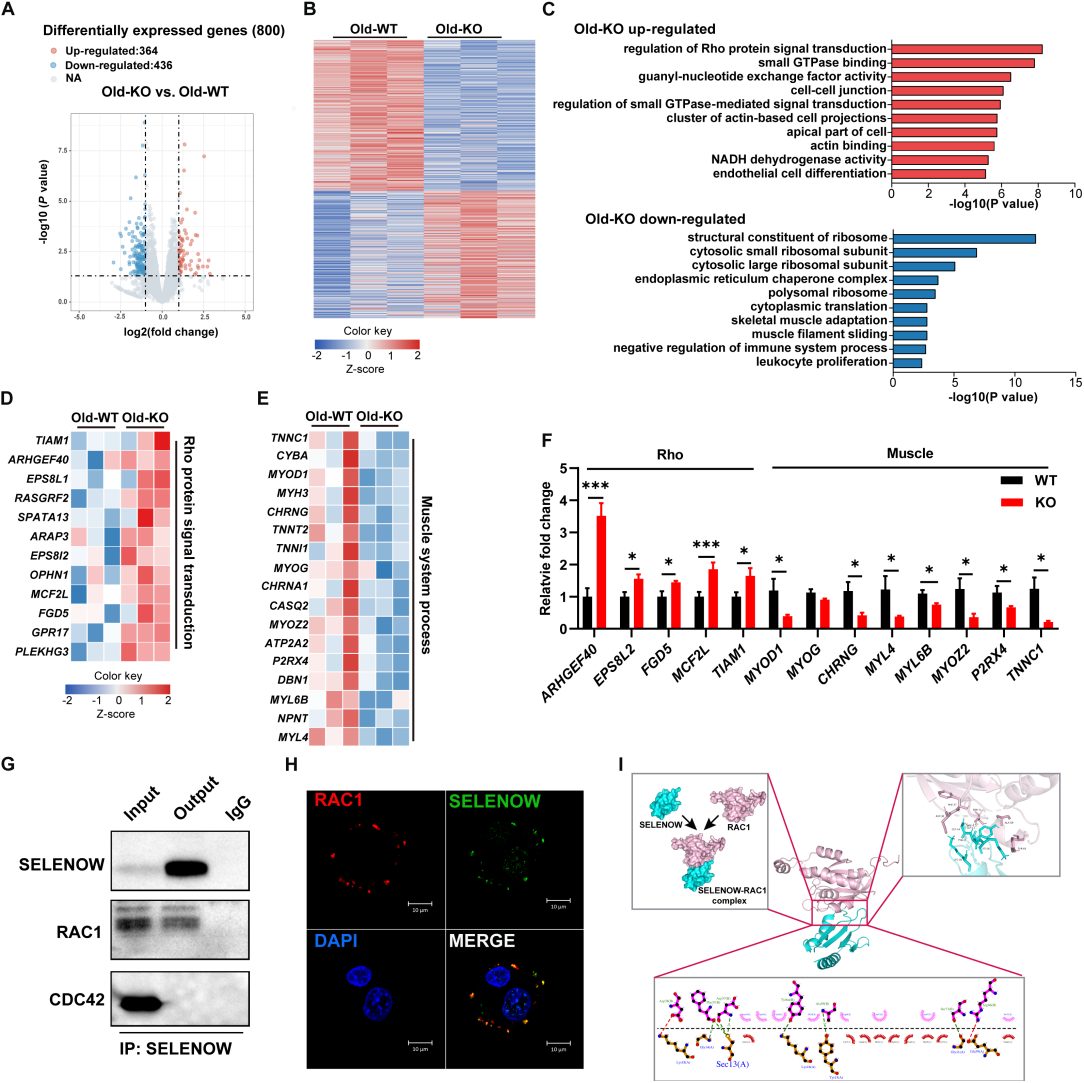
SELENOW functions in sarcopenia may via Rho signaling. (**A**) Volcano diagram of DEGs in TA muscle between WT and KO aged mice, *n* = 3. (**B**) Heatmap diagram showing the cluster analysis of DEGs in TA muscle of WT and KO aged mice, *n* = 3. (**C**) GO analyses showing the enrichment of functional categories in TA muscle of WT and KO aged mice, *n* = 3 mice. (**D** and **E**) Heatmap diagram showing the up-regulated genes related to small Rho protein signaling translation and down-regulated genes related to muscle system processes in TA muscle of WT and KO mice, *n* = 3. (**F**) qPCR analysis of the relative mRNA expression of Rho transduction related gene (*ARHGEF40*, *EPS8L2*, *FGD5*, *MCF2L*, and *TIAM1*) and muscle system-related genes (*MYOD*, *MYOG*, *CHRNG*, *MYL4*, *MYOZ2*, *P2RX4*, and *TNNC1*), *n* = 6. (**G**) Co-IP analysis the protein interaction between Rho protein (RAC1 and CDC42) and SELENWO. (**H**) Laser confocal showing the cellular localization of RAC1 and SELENOW in C2C12 cells. (**I**) The binding mode prediction between SELENOW and RAC1. Data are means ± SEM; Student’s *t* test, *P ≤ 0.05, ***P ≤ 0.001.

Subsequently, we analyzed the data of the proteins interacting with SELENOW (*39*). The GO enrichment analysis showed that these proteins are associated with protein translation synthesis, protein ubiquitin degradation, and GTPase transduction (fig. S5). Here, we also investigated the protein interaction between SELENOW and Rho GTPase (RAC1 and CDC42). The co-immunoprecipitation (Co-IP) assay demonstrated that SELENOW interacts with RAC1 (Fig. 5G), and laser confocal microscopy showed the co-location of SELENOW and RAC1 in muscle cells (Fig. 5H). In addition, the binding mode prediction illustrated that SELENOW binds with RAC1 by two ionic bonds and seven hydrogen bonds, and three binding sites occurred in Sec^13^ of SELENOW (Fig. 5I). These results indicated that SELENOW’s function in proteostasis may be via Rho protein signal transduction, especially RAC1 signaling.

### *SELENOW* KO induces an imbalance of proteostasis possibly via the RAC1-mTOR cascade

Given the importance of mTOR signaling in proteostasis (*40*) and the crucial roles of RAC1 (*41*) and CDC42 (*42*) in this signaling, we also examined the protein level of RAC1 and CDC42 in GAS muscle. Here, we found that *SELENOW* KO notably decreased the protein expression of CDC42 in DEX-induced sarcopenia, whereas RAC1 was down-regulated in two sarcopenia models (Fig. 6, A to C). In addition, *SELENOW* KO down-regulated the phosphorylation of mTOR at S2248 in two sarcopenia models (Fig. 6, A to C). Subsequently, we examined the downstream protein level of mTOR associated with proteostasis. The activation of the mTORC1 pathway is inhibited in KO muscle, as illustrated by the down-regulation of EFI4G and phosphorylations of 4EBP1(Thr^45^) and -P70S6K (Ser^434^) (Fig. 6, D to F). Meanwhile, the activation of mTORC2-AKT-FOXOs was also inhibited in KO muscle, as shown by the down-regulated phosphorylations of AKT (Ser^473^) and FOXO3 (Ser^253^) (Fig. 6, G to I). To determine whether RAC1-mTOR activation is the direct mechanism through which SELENOW mediates proteostasis in skeletal muscle, we generated RAC1-knockdown primary myoblasts. Despite the fact that the loss of SELENOW appears to delay the differentiation of primary myoblasts into myotubes, MyHC staining confirms myotube differentiation and was used to assess myotube diameter (Fig. 6J). SELENOW overexpression mitigated DEX-induced primary myotube atrophy, whereas SELENOW overexpression with RAC1 knockdown failed to mitigate muscle atrophy (Fig. 6K). Compared with the vehicle group, the mRNA level of *MyHC* is down-regulated and *Atrogin-1* and *MuRF-1* are up-regulated in the DEX and DEX + SELENOW + siRAC1 group, whereas DEX + SELENOW shows intermediate mRNA levels between the vehicle and DEX group (Fig. 6L). Overall, the *SELENOW* KO-induced imbalance of proteostasis via the function of RAC1 in mTOR signaling.

**Fig. 6.**
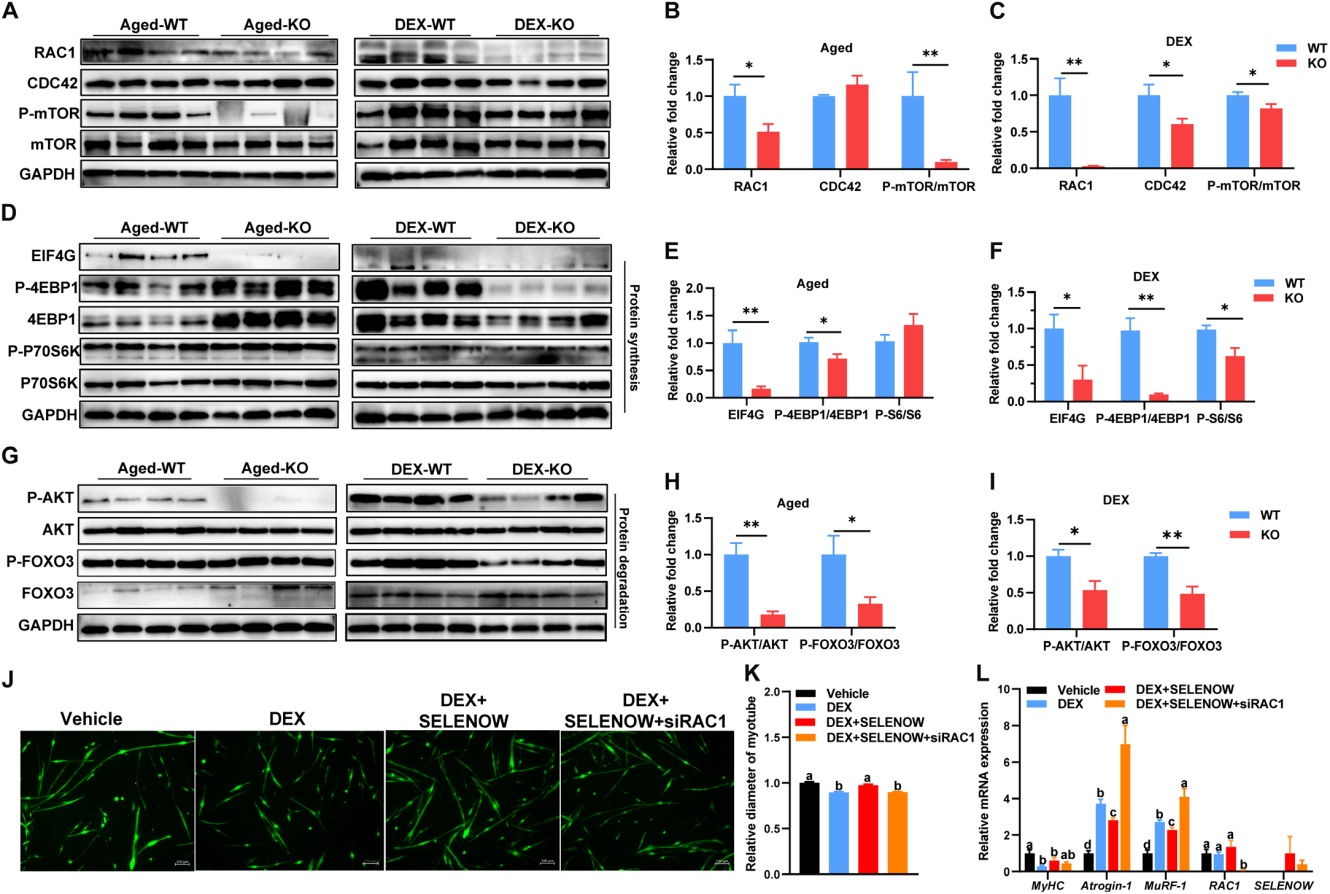
SELENOW deletion effects on proteostasis via the RAC1-mTOR cascade. (**A** to **C**) Western blot analysis of protein levels of RAC1, AT1, CDC42, mTOR, and P-mTOR (S2248) in GAS muscle of the sarcopenia mice model, GAPDH was used as the loading control, *n* = 4. (**D** to **F**) Western blot analysis for the protein synthesis pathways [EIF4G, 4EBP1, P-4EBP1(T45), P70S6K, and P-P70S6K (S434)] in GAS muscle of the sarcopenia mice model, GAPDH was used as loading control, *n* = 4. (**G** to **I**) Western blot analysis for the protein degradation pathways [AKT, P-AKT (S473), FOXO3, and P-FOXO3 (S253)] in GAS muscle of the sarcopenia mice model; GAPDH was used as the loading control, *n* = 4. (**J**) Immunofluorescent staining of MyHC in primary myotubes. Before DEX treatment, the primary myotubes were infected with a control vehicle, a SELENOW vehicle, or a combination of SELENOW vehicle and siRAC1 mimic; scale bar, 100 μm. (**K**) Quantification of these primary myotube diameters was performed, with at least 500 myotubes measured in each group. (**L**) Expression of MyHC, Atrogin-1, MuRF-1, RAC1, and SELENOW in the mRNA level of these primary myotubes; GAPDH was used as the loading control, *n* = 5 to 6. Data are means ± SEM; Student’s *t* test, *P ≤ 0.05, **P ≤ 0.01; labeled means without a common letter differ; *P* < 0.05.

### Overexpression of SELENOW alleviates DEX-induced myotube atrophy in primary myoblasts and C2C12 cells

On the basis of the observation that *SELENOW* KO exacerbated muscle wasting in sarcopenia mice, we next examined whether high expression of SELENOW could rescue muscle atrophy in vitro. As compared with the vehicle group, we found that SELENOW could rescue muscle atrophy, as illustrated by the longer myotube diameter as compared with the DEX treatment group (Fig. 7, A to C). Accordingly, overexpression of SELENOW notably up-regulated the protein level of MyHC, whereas it down-regulated the level of MuRF1-1 (Fig. 7, D and E). In addition, SELENOW overexpression also mitigated DEX-induced primary myotube atrophy, whereas the recombinant SELENOW in which Sec^13^ was changed to Ser failed to mitigate myotube atrophy (Fig. 7, F and G). Compared with the vehicle group, the mRNA levels of *MyHC* are down-regulated and *Atrogin-1* and *MuRF-1* are up-regulated in the DEX and DEX + SELENOW (Ser^13^) group, whereas DEX + SELENOW shows intermediate mRNA levels between the vehicle and DEX group (Fig. 7H). These results indicated that the overexpression of SELENOW could alleviate myotube atrophy caused by DEX in vivo and the protective action depending on its selenocysteines.

**Fig. 7.**
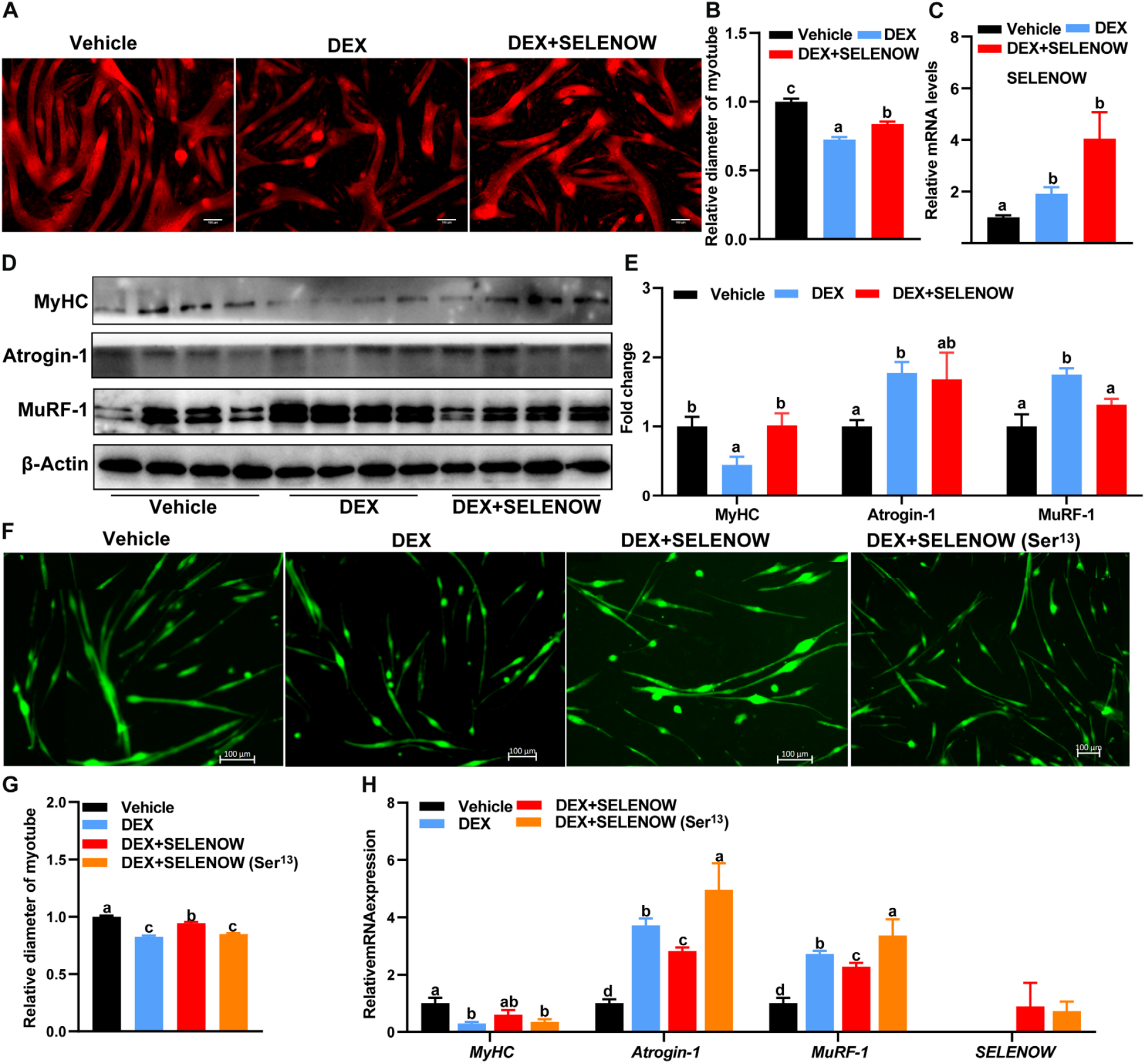
Overexpression of SELENOW alleviates myotube atrophy in vitro. (**A**) Immunofluorescent staining of MyHC in C2C12 myotubes. Before DEX treatment, the myotubes were infected with a control vehicle or a SELENOW vehicle; scale bars, 100 μm. (**B**) Quantification of these C2C12 myotube; at least 150 myotubes in one group were measured. (**C**) Expression of SELENOW in mRNA level of C2C12 myotube, *n* = 4. (**D** and **E**) Western blot analysis for the protein levels of MyHC, Atroging-1, and MuRF-1 in these C2C12 myotubes; β-actin was used as the loading control, *n* = 4. (**F**) Immunofluorescent staining of MyHC in primary myotubes. Before DEX treatment, the primary myotubes were infected with a control vehicle, a SELENOW vehicle, or a SELENOW (Ser^13^) vehicle; scale bars, 100 μm. (**G**) Quantification of these primary myotube diameters; at least 500 myotubes in one group were measured. (**H**) Expression of MyHC, Atrogin-1, MuRF-1, and SELENOW in the mRNA level of these primary myotubes; GAPDH was used as the loading control, *n* = 5 to 6. Data are means ± SEM; labeled means without a common letter differ; *P* < 0.05.

### Overexpression of SELENOW alleviates DEX-induced muscle atrophy in mice

To further determine the effects of SELENOW on muscle mass and function in vivo, a SELENOW overexpression vector of adenovirus (Ad) was constructed. Two-month-old male mice were treated with DEX for 10 days via intraperitoneal injections of 25 mg kg^−1^ day^−1^, and adenovirus was injected twice (on day 4 and day 5 from the first DEX injection) into the TA and GAS muscles. Compared with Ad-*GFP* mice, the weights of TA and GAS muscles were up-regulated in Ad-*SELENOW* mice (Fig. 8, A and B). No pathological change was observed in TA and GAS muscle between Ad-*GFP* and Ad-*SELENOW* mice (Fig. 8, C and D). Accordingly, Ad-*SELENOW* mice had higher mean CSA of individual myofibers in TA muscles (Fig. 8, E to G) and similarly in GAS muscles (Fig. 8, H to J). In addition, MuRF-1 was down-regulated in TA and GAS muscles, whereas SELENOW and MyHC were up-regulated in TA or GAS muscles of Ad-*SELENOW* mice (Fig. 8, K to M). Altogether, these results further demonstrated that overexpression of SELENOW alleviates mice muscle atrophy in the condition of muscle atrophy.

**Fig. 8.**
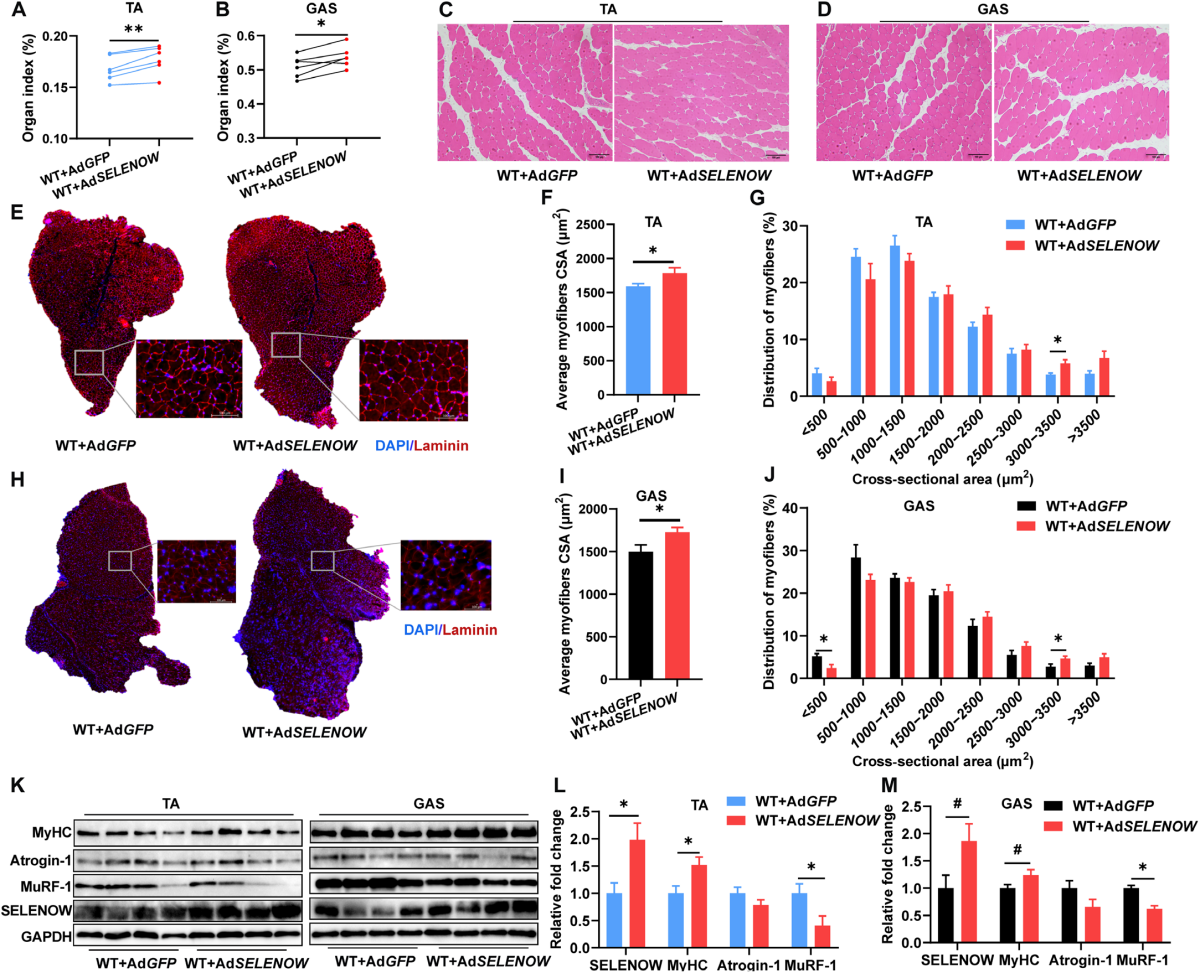
Overexpression of SELENOW alleviates muscle atrophy caused by DEX. (**A** and **B**) Mass analysis of TA and GAS in mice after adenovirus (Ad) injection with DEX treatment, *n* = 6. (**C** and **D**) Representative H&E staining of TA and GAS. (**E**) Laminin staining of myofiber cross section of TA muscle; scale bars, 100 μm. (**F** and **G**) Related myofiber CSA and frequency of distribution for CSA of TA muscle, *n* = 6. (**H**) Laminin staining of myofiber cross section of GAS muscle; scale bars, 100 μm. (**I** and **J**) Related CSA and frequency of distribution for CSA of GAS muscle a, *n* = 6. (**K** to **M**) Western blot analysis of protein levels of MyHC, Atrogin-1, and MuRF-1 in TA and GAS muscle. GAPDH was used as the loading control, *n* = 4. Data are means ± SEM; Student’s *t* test and paired *t* test were used in (A) and (B); unpaired *t* test was used for the others, *P ≤ 0.05, **P ≤ 0.01, ^#^*P* ≤ 0.1.

## DISCUSSION

Here, we found that the expression level of SELENOW was up-regulated under muscle atrophy and sarcopenia conditions. We provided compelling physiological, histological, and molecular evidence to demonstrate that ablation of SELENOW profoundly aggravates the process of muscle mass loss by regulating protein synthesis and degradation in mouse models of muscle atrophy and sarcopenia. In addition, we found that overexpression of SELENOW in vivo and in vitro alleviated the muscle atrophy induced by DEX. These findings provide a fresh insight into the association between Se deficiency and muscle disease and provide promising evidence for the prevention and treatment of sarcopenia. We suggest the crucial role of SELENOW in skeletal muscle during aging.

Sarcopenia can have characteristics such as skeletal muscle mass loss and fiber atrophy, which might appear acutely (usually in the setting of acute diseases) or chronically (mainly are aging) (*43*). Because the early pathology symptoms of sarcopenia are not obvious and are easy to ignore in patients, animal models are being used to understand the pathophysiology of sarcopenia (*44*). Here, we established a DEX-induced acute muscle atrophy and a naturally chronically occurring aging-associated sarcopenia according to previous studies (*44*, *45*). We found that *SELENOW* KO aggravated muscle loss in both DEX-induced muscle atrophy and aging-associated sarcopenia mice models, whereas there was no influence on muscle mass in the basal condition. Of note, *SELENOW* KO mainly affects type IIA fibers in TA muscle of sarcopenia mice. The loss of SELENOW may progressively exacerbate muscle atrophy as age increases, supported by the decreasing size of type IIA fibers in muscle during aging (*38*). Here, we also noticed that physiological levels of SELENOW in the normal muscle are not enough to prevent muscle atrophy or contribute to muscle growth. A previous study has indicated that only minor defects in muscle morphology were observed in SELENON KO mice, whereas the obvious phenotype was observed under stress conditions (forced swimming test) (*46*). In addition, a recent study demonstrated that overexpression of another selenoprotein, GPX4, could mitigate muscle mass loss in aged mice, while not affecting muscle mass in younger mice (*47*). These results reinforce the concept that standard selenium levels and its associated selenoproteins are optimized for everyday metabolic needs and typical oxidative stress encounters, where numerous studies have indicated the increased demand for selenium under some pathological conditions (*48*–*50*). In the face of stressors such as corticosteroids or the natural aging process, the increased oxidative and proteolytic stresses (*51*, *52*) might surpass these foundational safeguards, which induced physiological levels of SELENOW insufficient to prevent muscle atrophy. Correspondently, loss of SELENOW accelerates muscle atrophy under such conditions. Therefore, the SELENOW modulation in selenium deprivation or over-supplementation within the context of muscle atrophy is meaningful and requires further research in the future.

Previous studies have indicated that SELENOW plays an essential role in cellular redox by binding to GSH (*30*) and the loss of SELENOW has increased ROS levels in macrophages (*53*). The loss of SELENOW in sarcopenic mice increases cellular oxidative damage, evidenced by elevated MDA levels, a recognized marker of oxidative stress and lipid peroxidation (*54*). In addition, KEGG enrichment analysis of DEGs between WT and KO in TA muscle of sarcopenia mice also revealed the up-regulated ROS and glutathione metabolism. These results indicated that the loss of SELENOW aggravates muscle atrophy, which may be attributed to an oxidation imbalance.

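By library, the glutathione and antioxidant list lay at 0.031, -0.17 and -0.044 in KO replicates 1, 2 and 3 relative to the WT mean, and at 0.071, 0.0015 and -0.072 in WT replicates 1, 2 and 3 (exact permutation test on the library means, two-sided, p = 0.5). Gstt2, a glutathione transferase, rose from a CPM of 1.56 ± 0.280 in WT to 2.69 ± 0.456 in KO (SD, n = 3 each), a log2 fold change of 0.78 (standard error 0.25, adjusted p = 0.344 from edgeR's quasi-likelihood test). Hmox1, which encodes heme oxygenase, fell from a CPM of 3.94 ± 0.917 to 2.38 ± 0.440 (SD, n = 3 each), a log2 fold change of -0.72 (standard error 0.24, adjusted p = 0.354 from edgeR). Cyba, a subunit of the NADPH oxidase that the paper plots among the muscle system genes, had a log2 fold change of -1.01 (standard error 0.37, adjusted p = 0.415 from edgeR).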

The activation of Atrogin-1 and MuRF-1 is the common key regulatory step contributing to the protein degradation in atrophying muscle (*55*, *56*), whereas the imbalance between protein synthesis and degradation is a crucial cause of muscle mass loss in sarcopenia (*57*). In current studies, Atrogin-1 and MuRF-1 were up-regulated in the KO muscle of DEX-induced muscle atrophy and aging-associated sarcopenia mice. These results indicated aggravated protein loss in *SELENOW* KO muscle under atrophy conditions. Rho GTPase was reported to play a crucial role in skeletal muscle including muscle system development and muscle mass homeostatic balance (*58*). Here, GO enrichment analysis of DEGs between WT and KO in TA muscle of sarcopenia mice showed that *SELENOW* KO notably up-regulated the regulation of Rho protein signal transduction. 

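Among the cytosolic ribosomal protein genes, 16 passed the DEG thresholds and all 16 were lower in KO muscle. The gene with the lowest p among all tested genes was Rps28, which fell from a CPM of 20.2 ± 1.08 to 10.4 ± 1.40 (SD, n = 3 each), a log2 fold change of -0.97 (standard error 0.14, adjusted p = 0.0588 from edgeR's quasi-likelihood test). Rps29 fell from a CPM of 43.7 ± 8.25 to 20.9 ± 1.77 (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.15, adjusted p = 0.0588 from edgeR). Rps27 had a log2 fold change of -1.17 (standard error 0.19, adjusted p = 0.163 from edgeR). These 3 genes were chosen after their values were seen, they passed the thresholds in all 6 fits that each left out one library, and the counting could have split reads between them and their pseudogenes. Without the 17 members in Table S4, the other 62 ribosomal genes had a mean log2 fold change of -0.29 (adjusted p = 3.07e-16 from limma's camera). That p assumed an inter-gene correlation of 0.01. For the whole ribosomal list the adjusted p was 0.260 with the correlation estimated and 0.128 under fry (limma's camera and fry).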

Meanwhile, *SELENOW* KO down-regulated cytoplasmic translation and muscle system processes, which are closely related to protein synthesis and muscle homeostasis (*59*, *60*). Moreover, the GO enrichment analysis of the proteins interacting with SELENOW indicated that SELENOW is associated with proteostasis and GTPase signaling transduction. These results suggest that SELENOW functions in proteostasis via Rho protein signal transduction.

RAC1, a member of Rho GTPase, was reported to play a crucial role in mTOR signaling in both mTORC1 and mTORC2 and controls cellular size (*41*), while the kinase mTOR serves as a critical hub for protein production and degradation (*40*, *61*). A previous study showed the interaction between SELENOW and RAC1 by immunoprecipitation mass spectrometry (*39*). Here, we further demonstrated the protein interaction between SELEOW and RAC1 by co-IP, laser confocal microscopy, and protein binding mode prediction. Although there are two ionic bonds and seven hydrogen bonds between SELENOW and RAC1, the Sec residue may be the most critical. Three binding sites were identified at Sec^13^ of SELENOW, and the recombinant SELENOW, in which Sec^13^ was replaced with serine, failed to mitigate DEX-induced primary myotube atrophy. Despite the possibility that RAC1 interacts with SELENOW via intermediary bridging molecules because 14-3-3 proteins can bind to SELENOW (*62*) and RAC1 (*63*), there is no doubt that SELENOW may regulate RAC1 functions via protein interactions. Moreover, we found that *SELENOW* KO down-regulated the protein level of RAC1 in skeletal muscle of sarcopenia mice. In previous studies, SELENOW was reported to suppress EGFR ubiquitination (*64*) and could function as an adaptor to bridge TRIM21 to its binding proteins and then degraded these molecules in a proteasome-dependent manner (*39*), which implies that SELENOW could posttranslationally modify to its target protein. Here, we indicated that SELENOW may be involved in posttranslational modification of RAC1 via protein interaction.

Recent studies have shown that selenium deficiency mediates protein turnover by inhibiting mTOC1 signaling and stimulating the ubiquitin-proteasome pathway in skeletal muscle (*65*); however, which selenoproteins function in skeletal muscle proteostasis remains unclear. Here, we postulated a SELNOW-RAC1-mTOR cascade as a potential mechanism mediating protein synthesis and degradation in skeletal muscle. In the absence of RAC1, both mTORC1 and mTORC2 fail to phosphorylate their downstream targets (*41*). Protein synthesis is the central function of mTORC1, which signals the translation of machinery via the phosphorylates 4EBP1 and S6Ks (*66*, *67*), then S6Ks controls several proteins linked to translation, including ribosomal proteins S6 (*68*) and eIF4G (*69*). Here, we found that *SELENOW* KO down-regulated the protein levels of EIF4G, phosphorylation of 4EBP1 at Thr^45^, and phosphorylation of p70S6K at Ser^434^ in GAS muscle, which indicated that the translation process is suppressed in the KO group. The major protein degradation pathway in skeletal muscle is the ubiquitin-proteasome system (*70*). Transcription factors FOXOs drive atrophy-related ubiquitin ligase Atrogin-1 and MuRF-1 expression (*71*), and mTCRC2 is required for signaling to AKT-FOXOs (*72*). Previous research has established that SELENOW regulates mTORC2-AKT signaling (*73*). Here, we found that the phosphorylation of AKT at Ser^473^ and phosphorylation of FOXO3a at Ser^253^ are down-regulated in the KO group, which suggests an accelerated protein degradation process. Moreover, overexpression of SELENOW failed to alleviate DEX-induced primary myotube atrophy in RAC1-knockdown myoblasts, indicating that SELENOW is directly involved in the RAC1-mTOR activation. Collectively, we indicated that SELENOW could regulate protein synthesis and degradation by the SELENOW-RAC1-mTOR cascade and explain selenium’s function in proteostasis.

Here, we found that the overexpression of SELENOW could alleviate the muscle atrophy caused by DEX in vivo and in vitro. Meanwhile, overexpression of SELENOW regulated the atrophy biomarkers (MuRF-1 and MyHC), which further verify SELENOW’s function in proteostasis. In addition, previous studies have indicated that selenium supplementation is an important strategy to prevent muscle disorders or improve skeletal muscle performance (*65*, *74*, *75*), and the increased protein synthesis is accompanied by the up-regulation of SELENOW in skeletal muscle (*76*). These results underscore the pivotal role of SELENOW in muscle atrophy and imply the potential in the selenium-mediated prevention of muscle disorders.

Nevertheless, we found that loss of SELENOW appears to delay the differentiation of primary myoblasts into myotubes compared with standardized primary myoblast differentiation (*77*). These outcomes are similar to a previous study that showed suppressed myogenic differentiation in SELENOW-knockdown C2C12 cells (*35*). Similar results were also found in another selenoprotein, primary myoblasts from GPX1 null mouse showing a defect in myogenic differentiation (*78*). In addition, selenium supplementation could alleviate the negative effect of heat stress on myogenic differentiation of C2C12 cells with the response of selenogenome (*79*). These studies imply the crucial role of selenium and selenogenome in satellite cells. Given their high potential to proliferate and differentiate into muscle fibers, satellite cells are widely recognized for their contributions to the maintenance of muscle mass and hypertrophy (*80*), and the function of SELENOW in maintaining muscle mass may also be through the regulation of satellite cells.

In conclusion, our study indicates that SELENOW is the age-related selenoprotein gene and is important for skeletal muscle protein homeostasis, which provides valuable insights into the relationship between selenium and sarcopenia. Beyond their relevance for understanding the mechanism of sarcopenia, these findings have potential implications for the prevention and treatment of sarcopenia.

### Limitations of the work

Our work revealed the crucial role of SELENOW in the regulation of proteostasis in skeletal muscle. However, the function of SELENOW has not been verified in other muscle atrophy models, such as starvation- or denervation-induced muscle atrophy. In addition, the mechanistic role of selenium-SELENOW in muscle with the aging-related sarcopenia or DEX-induced muscle atrophy mice under selenium deprivation or over-supplementation conditions has yet to be explored. Nonetheless, our results provide compelling evidence for the function of SELENOW in sarcopenia.

## MATERIALS AND METHODS

### Mice

All animal experiments were performed in accordance with the National Research Council Guide for the Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee at Huazhong Agricultural University (HZAUMO-2019-102). WT and SELENOW-KO mouse lines were maintained on a C57BL/6N background. Mice were caged in groups (five per cage) located in a room at 22° ± 2°C and with a 12-hour light/dark cycle, given free access to diet and water, and checked daily. If not stated differently, young male mice were 2 to 3 months old and aged male mice were 22 to 24 months old. For DEX-induced muscle atrophy, 2-month-old male mice were treated with DEX for 8 to 10 days via intraperitoneal injections of 25 mg kg^−1^ day^−1^, as was previously done (*37*). For adenovirus injection, a total of 1 × 10^9^ PFU and 2 × 10^9^ PFU SELENOW-expressing adenoviruses were intramuscularly injected into five to six sites of the TA and GAS muscles in 2-month-old male mice on day 4 and day 5 from the first DEX injection, respectively. In the analysis of age-related sarcopenia, young mice were raised until 22 to 24 months old, as previously reported (*81*).

### Isolation of primary myoblasts

The primary myoblasts were isolated as previously described (*77*). Briefly, hindlimb muscles from 6- to 8-week-old mice were minced into a coarse slurry using razor blades and enzymatically digested at 37°C in 10 ml of collagenase II (Worthington Biochemical) solution at a concentration of 400 U/ml. After 1 hour of digestion, the slurry was passed through a 70-μm and then a 30-μm cell strainer (Miltenyi Biotec). The filtrate was centrifuged at 1400*g* for 5 min at room temperature to sediment the dissociated cells. The pellet was resuspended and grown in Ham’s F-10 nutrient mixture (Thermo), containing penicillin (200 U/ml) and streptomycin (200 μg/ml), and supplemented with 20% fetal bovine serum (FBS; Gibco) and basic FGF (5 ng/ml; PeproTech Inc., Rocky Hill, NJ). Cellular mixtures were seeded onto a 10% Matrigel (Corning)–precoated dish. After culture until cells were sufficient, the cells were detached with trypsin, resuspended in growth media, and transferred to a non–Matrigel-coated tissue culture dish for 45 min. Subsequently, all the supernatant was transferred to a new Matrigel-coated dish. Repeat the cell purification steps above until a myoblast purity of >98% is achieved.

### Cell culture

C2C12 cell lines were grown in Dulbecco’s modified Eagle’s medium (DMEM), supplemented with 5% heat-inactivated FBS, penicillin (100 U/ml), streptomycin (100 mg/ml), 1 mM sodium pyruvate, and 10 mM Hepes at 37°C in 5% CO_2_ at 100% humidity. To induce differentiation, cells were planted on culture medium coated with 0.1% Matrigel, and when cell confluence reached 70%, the medium was switched into differentiation medium (DMEM containing 2% horse serum) for 4 to 6 days and multinuclear myotubes were formed. To induce myotube atrophy, cells were incubated with 50 mM DEX in DMEM for 24 hours.

### Transfection

The sequences of SELENOW, containing CDS and the SECIS, were generated by PCR using cDNA extracted from murine muscle and then cloned into pcDNA 3.1+ plasmid. A point mutation in mouse of SELENOW in which Sec^13^ was changed to Ser^13^ was generated by site-directed mutagenesis of the cDNA through PCR using the pcDNA 3.1+/ SELENOW plasmid. Two siRNA duplexes (siRNA1: 5′-GCCTAGACATTCAAGACAA-3′; siRNA2: 5′-AGACGGAGCCGUUGGUAAATT-3′) that target the coding region of RAC1 were used. Differentiation medium was replaced with Opti-MEM media (Gibco) when multinuclear myotubes were formed. pcDNA3.1-SELENOW, pcDNA3.1-SELENOW (Ser^13^) plasmid, or siRNA-RAC1 was transfected into myotubes by Lipofectamine 2000 reagent according to the manufacturer’s instructions. Opti-MEM media was replaced with DMEM after 6 hours and cells were cultured for 24 hours after transfection and fixed or lysed for further analysis.

### Grip strength and hanging time test

The grip strength test and the hanging time test were performed as previously described (*81*). For the grip strength test, mice were trained to grasp a grid attached to an electronic dynamometer (Sanliang SMF-20N, China). During testing, we pulled the mice gently backward, parallel to the dynamometer, until they released the bar. The force applied was recorded as the grip strength. Each mouse underwent four tests spaced 1 week apart, with six trials per test, and the average results were recorded. In the hanging time test, a 45 cm × 45 cm grid with 2-mm bar thickness and 18-mm mesh was used, mounted 50 cm above a 5-cm-thick cushion. Mice were placed at the grid center, which was then flipped upside down. Hanging time lasted until the mice fell. Each mouse underwent four tests spaced 1 week apart, and the average hanging time was recorded.

### Glucose and insulin tolerance testing

Before the studies, mice were fasted overnight for glucose tolerance testing (GTT) or for 4 hours for insulin tolerance testing (ITT). GTT and ITT were performed as described previously (*82*). In the GTT, d-glucose was administered at 1.5 g/kg body weight, whereas for the ITT, a 0.75 U/kg dose of human regular insulin (Sigma-Aldrich) was administered intraperitoneally. Blood glucose concentrations were subsequently measured at intervals of 0, 15, 30, 60, 90, and 120 min postchallenge using a glucose meter (Sinocare, China).

### Redox analysis

Muscle MDA and GSH concentrations were determined using specific assay kits (A003-1-2 and A005-1-2; Nanjing Jiancheng Bioengineering Institute). TXNRD activity was determined with a specific assay kit (TRXR-1-W; Suzhou Comin Biotechnology Co. Ltd.). The concentration of GPX4 in mouse tissue was determined with a specific assay kit (JN20546; Shanghai Jining Shiye Co. Ltd).

### Histological and immunofluorescence assessment

TA muscle from WT and KO mice was bisected at the mid-belly and frozen in an OCT compound then cross-sectioned at 6 μm thickness using a Leica CM3050SL cryostat. Slides were subjected to histological staining or immunofluorescence staining. H&E staining of muscle sections was performed according to a previously reported method (*83*). Briefly, the slides were first stained in hematoxylin for 15 min, rinsed in running tap water for 20 to 30 min and then stained in eosin for 1 to 2 min. Slides were dehydrated in graded ethanol and xylene, then mounted in Permount (Thermo Fisher Scientific). Slides were visualized using an optical microscope (BX53; Olympus, Japan).

Immunofluorescence staining was performed as described previously (*84*). Briefly, cultured cells or cross sections were fixed in 4% paraformaldehyde (PFA) in phosphate-buffered saline (PBS) for 10 min, quenched with 100 nM glycine for 10 min, and incubated in blocking buffer (5% goat serum, 2% bovine serum albumin, 0.1% Triton X-100, and 0.1% sodium azide in PBS) for at least 1 hour at room temperature. Samples were then incubated with primary antibodies diluted in blocking buffer (dilution ratio as shown in table S2) overnight at 4°C. After washing with PBS, samples were incubated with secondary antibodies and DAPI (4′,6-diamidino-2-phenylindole) for 1 hour at room temperature. Samples were visualized using a fluorescence microscope (DMi8; Leica, Germany) or a confocal laser scanning microscope (LSM800; Zeiss, Germany).

### Fiber cross-sectional and myotube diameter analysis

The CSAs of fibers in TA muscle were analyzed by SMASH software based on the myofiber borders identified by laminin immunostaining; at least 200 fibers per sample were measured. All fibers in the cross-sectional images were quantified unless the sarcolemma was not intact. The diameters of myotubes were analyzed by ImageJ based on MyHC immunostaining. Three different sites in each myotube were measured, with a minimum of 150 myotubes from C212 and 500 from primary myoblasts per group.

### Real-time PCR and RNA-seq

Total RNA was extracted from the muscle using RNA purification kits (Takara, cat no. 740984.50) according to the manufacturer’s instructions. For real-time PCR, 1 μg of total RNA was reverse-transcribed using random primers with ABScript III RT Master Mix for qPCR (ABclonal, cat no. RK20429). Real-time PCR was carried out in a Bio-Rad CFX384 system (Bio-Rad) with 2X Universal SYBR Green Fast qPCR Mix (ABclonal, cat no. RK21203) and gene-specific primers that are listed in table S3. The 2^−ΔΔCt^ method was used to analyze the relative changes in each gene’s expression normalized against glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA expression.

The RNA-seq analysis was performed as previously described (*85*). Briefly, three RNA samples of muscle from each group were prepared and submitted to Wuhan Seqhealth Technology Co. Ltd. (Wuhan, China). After RNA quality assessment (RNA integrity number > 7.5), sequencing was performed on an Illumina Hiseq platform and 150-bp paired-end reads were generated. Reads of each sample were aligned to the GRCm38 using Hisat2 (v2.1.0). Feature Counts (v1.6) was used to count the read numbers mapped to each gene. DEGs were identified with the DESeq2 R package (1.32.0) using a *P* value <0.05 and fold change >1.5 or <0.7. GO and KEGG enrichment analyses of DEGs were implemented by the Cluster Profiler (4.0.2) R package and the Benjamini and Hochberg FDR multiple testing correction with FDR < 0.05. The heatmap of DEGs was illustrated by TBtools.

### Western blotting

Total proteins were extracted from muscle tissue and cells using radioimmunoprecipitation assay (RIPA) buffer with 1% (v/v) phenylmethylsulfonyl fluoride (Beyotime Biotechnology, cat no. P0013B). Protein concentrations were determined using Pierce BCA Protein Assay Reagent (Beyotime Biotechnology, cat no. P0009). Proteins were separated by SDS-PAGE, transferred to a polyvinylidene difluoride membrane, blocked in 5% fat-free milk for 2 hours at room temperature, and then incubated with primary antibodies in 3% bovine serum albumin overnight at 4°C. The membrane was then incubated with secondary antibody for 1 hour at room temperature. The primary antibodies used for the analyses are presented in table S3. Immunodetection was performed using enhanced Western Blotting Chemiluminescence Luminol Reagent and detected with a Chemi-Image System (Tanon5200, China). All protein levels were normalized to that of the housekeeping protein GAPDH or β-actin, and densitometry quantification of the Western blotting bands was performed using ImageJ software.

### Immunoprecipitation

Immunoprecipitation procedures were performed as previously described (*73*). Briefly, lysates were mixed with antibodies overnight, and the immune complexes were then incubated with protein A or G beads for 1.5 hours. The beads were washed and boiled with 2× SDS sample buffer for 3 min. The samples were loaded onto SDS-PAGE gels, transferred to a membrane, and then incubated with primary antibody at 4°C overnight. After further incubation with horseradish peroxidase–conjugated secondary antibody for 1 hour at room temperature, immunoreactive bands were visualized using a West Pico enhanced ECL detection kit (Pierce), and the intensity was determined densitometrically using ImageJ software.

### Molecular docking

The binding affinity between RAC1 and SELENOW was confirmed using a molecular docking approach. The tertiary structures of target proteins were obtained from the Protein Data Bank database (http://wwpdb.org/). Molecular docking was performed using the ClusPro Server (https://cluspro.bu.edu/home.php). Interaction interface residue analysis was performed using the software PyMOL and Ligplot.

### Statistical analysis

If not stated differently, besides the RNA-seq data, the other data were analyzed by Student’s *t* test with Welch’s correction for unequal variances. Data are presented as means ± SEM, *P* < 0.05 was considered as statistically significant. The statistical analysis and image presentation were performed in GraphPad Prism, version 9.0.

How the deposited data were processed for this re-analysis (not part of the article)

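RNA sequencing was used to measure gene expression in the TA muscle of 3 aged WT and 3 aged SELENOW KO mice. The authors aligned paired-end reads with Hisat2 (version 2.1.0), counted them per gene with featureCounts (version 1.6), and deposited a table of raw counts for 55416 genes with one column per library and a column of gene lengths. The paper's methods name GRCm38, and the gene positions in the deposited count table are not those of GRCm38: of 50498 genes placed by GENCODE release M21, 1073 have the same start and end. Positions from the deposited table were therefore not used, and the position of Selenow comes from GENCODE M21. Gene symbols were matched by Ensembl identifier for 52083 of the 55416 genes. The paper's text names no handling of strand or of reads that map to several places, so values of pseudogenes, paralogs and overlapping genes are uncertain.

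WT and KO samples were assigned from the sample labels, with replicates 1, 2 and 3 in each genotype. The first WT column carries no replicate number and was taken as replicate 1 because the other columns name replicates 2 and 3. The replicate numbers come from these labels, and the paper names no pairing of the mice.

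From the counts, genes were kept with filterByExpr and scaled by TMM factors in edgeR (version 4.0.16, R 4.3.3), which ranged from 0.893 to 1.20. A quasi-likelihood fit with robust estimation compared the genotypes, with Benjamini-Hochberg adjustment over 15623 genes. The DEG thresholds were the paper's: an unadjusted p under 0.05 and a fold change over 1.5 or under 0.7. CPM values given for a gene are TMM-scaled, and a log2 value used a prior count of 1. Gene lists were tested with camera in limma (version 3.58.1) at an inter-gene correlation of 0.01, adjusted over 12 lists, and some of these lists and some of the genes tested are not reported here. The lists were written by hand before the count table was opened, but after the paper's Table S4, which gives DEGs and fold changes from the same counts, had been read. The choice of lists and members was therefore not independent of the result: the endoplasmic reticulum list is not a term the paper names. Table S4 holds 15 of 28 slow and developmental muscle genes, 21 of 46 leukocyte genes, 7 of 32 endoplasmic reticulum chaperones and 17 of 79 ribosomal genes. Each list was therefore tested again without its members in Table S4, a step added after seeing the data. Gene length and GC content were known for all tested members. The genes followed across the alternatives were set by a rule: every gene the paper names in Fig. 5D to F or measures as protein, Selenow, and among genes with an adjusted p under 0.05 and non-overlapping libraries the 5 largest rises and falls and members of a tested list. No gene had an adjusted p under 0.05 in edgeR's test, so the last part named none. Rps28, Rps29, Rps27, Hspa5, Manf, Sbsn, Gstt2, Hmox1, Txn1 and Odc1 are outside this rule and were singled out after their values were seen. With 3 libraries per genotype, an exact permutation test cannot give a p under 0.1.

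The total counts were 25351976 to 29111213 in WT and 27345022 to 27815342 in KO libraries. The steps were tested on simulated data with 200 changed genes among 15623, each given an absolute log2 fold change of at least 1. Of those 200 genes 80.5% had an adjusted p under 0.05 with edgeR and 83.5% with DESeq2, and of the unchanged genes 12 and 29 did. A ribosomal list lowered by 0.40 came out at -0.375 with both tools.

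The alternatives tried were DESeq2 (version 1.42.0) on the same genes, its size factors in edgeR, no filter, at least 10 counts in every library, a mean of at least 10 counts, robust estimation turned off, the replicate number as a block, offsets for gene length and GC content, leaving out the mitochondrially encoded genes, other fold change thresholds, camera with estimated correlation, fry, and leaving out each library in turn. A Fisher exact test of each list among the DEGs, one-sided, adjusted over the 12 lists and taking genes as independent, was added after seeing the data. An additional run of DESeq2 (the paper used version 1.32.0) on all genes with its own filter was chosen after seeing the data. GO and KEGG enrichment and the paper's list of aging-related genes were not analysed here, because the members of the terms and of that list are not used here.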

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

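For the endoplasmic reticulum list, camera and the alternatives were set before the counts were examined, but after Table S4, which lists some members, had been read. The other tests on this list were chosen after its values were seen. The tests on pseudogenes and Sbsn were chosen after these patterns were noticed but before the tests were run. The tests of single epidermal markers and of those with counts were added after the mean of all markers was seen.

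Pseudogenes made up 31.1% of the 836 genes past the paper's thresholds, against 7.65% of the 15623 tested genes. The paper does not discuss them. Of these 260 pseudogenes, 231 were lower in KO and 29 higher, so they account for many of the lower genes, while the protein-coding genes past the thresholds numbered 195 higher and 217 lower. Reads shared between a pseudogene and the gene it is named after were tested as an explanation. Over 218 such pairs, across genes, which are not independent replicates, the log2 fold changes of pseudogene and parent had a Pearson r of 0.308, above all 10000 shuffled pairings (permutation test, p = 1e-04, the smallest the shuffles can give), and the r was 0.430 over the 96 pairs with a parent outside the ribosomal list. This is the outcome that shared reads would give, so a technical origin of part of the pseudogene calls remains. The test covered only pseudogenes whose symbol names the parent: 189 of the 260 do not.

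The endoplasmic reticulum list was written after Table S4, where Hspa5 and Manf rank high, had been read. Its 29 tested genes had a mean log2 fold change of -0.37 in KO (adjusted p = 3.62e-11 from limma's camera), with 26 of the 29 lower, and the paper does not discuss them. Its 22 tested members outside Table S4 had a mean of -0.25 (adjusted p = 0.000119 from limma's camera). That table was chosen by fold change in the same counts and gave the idea for the list, so the shift cannot be told apart from the choice of members. Hspa5, which encodes the chaperone BiP and was singled out after its value was seen, fell from a CPM of 225 ± 29.1 to 118 ± 33.0 (SD, n = 3 each), a log2 fold change of -0.93 (adjusted p = 0.274 from edgeR). Technical explanations were gene length, GC content, the mitochondrial share of the counts and a single library. The mean was -0.37 with the length offset, -0.37 with the GC offset and -0.37 with the mitochondrially encoded genes left out, and the value nearest 0 across the fits that each left out one library was -0.30, without KO replicate 2. The length and GC offsets changed calls elsewhere: 652 and 786 of the 836 called genes stayed called in the same direction. The list kept its mean under them, with 28 and 27 of the 29 genes lower. These values argue against gene length or GC content as the source of the whole shift. Leaving out the mitochondrially encoded genes hardly moved the mean, so it does not rule out the mitochondrial share. No single library carried the whole shift. Among the 10 divisions of the 6 libraries, only 1, the real one, gave a mean as large, which is the smallest share the design allows, so the shift cannot be told apart from a division of the animals by chance. Over the filter, normalization, model and offset alternatives the adjusted p ran from 3.00e-15 to 3.96e-11, with fry it was 0.0947, and with the correlation estimated it was 0.172. Lower chaperone expression in KO muscle may be a hypothesis, found and tested on the same data.

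Sbsn, which encodes suprabasin, is not discussed in the paper and was singled out after its value was seen. It had 13, 23 and 29 counts in WT replicates 1, 2 and 3 and 1, 0 and 1 in the KO libraries, and its log2 fold change was -4.59 (adjusted p = 0.0956 from edgeR). Because the KO libraries lie under the 3-count floor, the WT mean is at least 6.19-fold higher than what the KO libraries could show. Epidermal cells in the WT samples were tested as an explanation with 14 epidermal marker genes. Their mean log2 difference, WT minus KO, was -0.24, but 7 of the 14, Krt5 and Krt14 among them, had 0 counts in all 6 libraries and bring only library size into this mean, so it does not decide the question. Of the 7 others, 4 (Krt10, Sfn, Perp and Trp63) had at least 8 counts in each library and a mean log2 difference, WT minus KO, of -0.22, and none of the 7 was higher in every WT than in every KO library. The markers with counts gave no sign of more epidermal cells in the WT samples, if such cells carry these markers at least as strongly as Sbsn. No biological explanation was tested.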

How the results depend on the processing

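The alternatives were set before the data were examined, apart from the paper's Table S4, which had been read. DESeq2 on all genes with its own filter and leaving the genes of Table S4 out of the lists were chosen after seeing the data.

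The log2 fold change of Selenow kept its direction in all 18 other fits, from -0.32 to -0.11, with an adjusted p from 0.544 to 0.895. The mean distance between the genotypes stayed larger than that within them in every setting tried. The number of genes past the paper's thresholds was 1780 (617 higher, 1163 lower) without a filter and 315 (99 higher, 216 lower) with an absolute log2 fold change over 1. The number with an adjusted p under 0.05, 0 in edgeR, with 1545 genes at an unadjusted p under 0.05, was 45 with DESeq2 (19 higher, 26 lower), 363 without a filter (119 higher, 244 lower), 4 with at least 10 counts in every library (1 higher, 3 lower) and 41 with DESeq2 on all genes (17 higher, 24 lower). Across the 6 fits that each left out one library it went from 0 to 242, with 0 to 11 higher and 0 to 234 lower. With the replicate number as a block it was 1, higher in KO, and 890 genes passed the paper's thresholds. Libraries with the same number deviated together no more than others: the mean correlation of their deviations was 0.01 against -0.005 for libraries of different number. The cause of these shifts was not tested.

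Of the Fig. 5E muscle genes, 9 passed the thresholds in edgeR, 17 with DESeq2, 17 with DESeq2 on all genes, 15 with robust estimation off, and from 5 to 14 with one library left out. Of the qPCR genes, 9 passed in edgeR (4 higher and 5 lower in KO), 12 with DESeq2 and 5 after the gene length offset. Without a filter, with robust estimation off and with the replicate block, 4 higher and 7 lower genes passed. With at least 10 counts in every library, 3 higher and 4 lower genes did.

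In camera with a correlation of 0.01, 7 of the 10 gene lists given here had an adjusted p under 0.05. With the correlation estimated their adjusted p ran from 0.172 to 0.644 and with fry from 0.0947 to 0.562, and none was under 0.05. The mean log2 fold changes, which the test does not change, were: cytosolic ribosomal proteins -0.39, endoplasmic reticulum chaperones -0.37, mitochondrially encoded complex I 0.47, nuclear complex I -0.18, lysosome -0.15, slow and developmental muscle -0.90 and leukocytes -0.67. Nuclear complex I was -0.11 after the length offset and -0.089 with the block and that offset, with an adjusted p no longer under 0.05. The cGMP-PKG list came to an adjusted p under 0.05 with a mean of 0.053 without a filter, 0.092 with at least 10 counts in every library, 0.077 with the replicate block and 0.072 with the mitochondrially encoded genes left out, while it fell to 0.031 after the length offset (adjusted p = 0.345 from limma's camera) and to 0.037 with the block and that offset (adjusted p = 0.298 from limma's camera). With the genes of Table S4 left out of the lists, mitochondrially encoded complex I (0.10) and lysosome (-0.096) no longer had an adjusted p under 0.05, and the other 5 lists did. Table S4 was chosen by fold change in the same counts, so these values do not show how much of a mean is due to the choice of members. Robust estimation does not enter camera and has no value for the lists, and mitochondrially encoded complex I has none without its genes.

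Across the fits that each left out one library, the means ran from -0.29 to 0.035 for nuclear complex I, -0.22 to -0.065 for lysosome, -0.12 to -0.0073 for the glutathione list, 0.045 to 0.12 for cGMP-PKG, 0.027 to 0.15 for fast muscle and -1.12 to -0.11 for leukocytes.

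Among single genes, the Eif4g1 log2 fold change reversed to -0.016 after the length offset and to -0.019 with the block and that offset, and ran from -0.056 to 0.13 with one library left out. In those fits Rac1 ran from -0.032 to 0.10, Fbxo32 from -0.73 to 0.11, Trim63 from -0.91 to 0.14 and Foxo3 from -0.42 to 0.076. Other values of single genes changed their side of an unadjusted p of 0.05: 39 became stronger and 11 weaker in the other alternatives, and 16 stronger and 31 weaker with one library left out. Without a filter many genes with few counts enter, where 3 counts are a CPM of 0.103 to 0.118.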

Differences from the paper's values

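The number of genes with an adjusted p under 0.05 was 0 in edgeR's quasi-likelihood test, with 1545 genes at an unadjusted p under 0.05, against 45 in the paper's Table S4. With DESeq2 in place of edgeR on the same genes it was 45, counted at any fold change. Table S4 lists only genes with an absolute log2 fold change of 0.50 or more, so the equal counts are not the same measure. The genes are not all the same either: Sbsn had an adjusted p of 0.0312 with DESeq2 and is not in Table S4. None of the other alternatives set before the data were examined came within 1.5 times of the paper's 45. DESeq2 on all genes with its own filter, chosen after seeing the values, gave 41.

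The paper's text gives more genes up-regulated than down-regulated in KO muscle, while its Table S4 lists 364 genes with a positive and 436 with a negative log2 fold change. In edgeR 345 were higher and 491 lower. Across the 6 fits that each left out one library, more were higher than lower without WT replicate 1 and without KO replicate 3, where 51.4% and 50.8% of the called genes were higher. In all other settings more were lower. The paper's text gives a fold change over 1.5 or under 0.7 for DEGs, and 703 of the 800 genes in Table S4 meet it; the smallest absolute log2 fold change in the table is 0.50.

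The paper describes glutathione metabolism as up-regulated in KO muscle. The glutathione and antioxidant list had a mean log2 fold change of -0.057 here, below 0 in each alternative and leave-one-out fit. The shift was small (adjusted p = 0.229 from limma's camera), and the libraries overlapped (exact permutation test, two-sided, p = 0.5). The paper's statement rests on KEGG enrichment among its DEGs, and this list was written by hand. The values therefore do not decide whether the paper's direction holds. The paper names NADH dehydrogenase activity among up-regulated terms. The mitochondrially encoded complex I list had a mean log2 fold change of 0.47, in the paper's direction, and the nuclear complex I list had -0.18, with overlapping libraries (exact permutation test, two-sided, p = 0.9).

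The paper plots 17 muscle genes as down-regulated, and Eps8l1, Arap3 and Fgd5 are among those it plots as up-regulated. In edgeR 8 of the muscle genes, and also Eps8l1, Arap3 and Fgd5, did not pass both thresholds, though each moved in the paper's direction. Eps8l1 passed with DESeq2, with robust estimation off and without KO replicate 1. Arap3 passed with the replicate block, without WT replicate 1 and without KO replicate 3. Fgd5 passed without WT replicate 1 or KO replicate 1, and with an absolute log2 fold change over 0.5. The 8 muscle genes, Myl4, Myoz2, Tnnc1, Myh3, Tnnt2, Tnni1, Casq2 and Atp2a2, all passed with DESeq2. Robust estimation off reached 6 of them, all but Myoz2 and Casq2. No filter on low counts reached Myoz2, Tnnc1 and Atp2a2, as did the replicate block, and the block with the length offset reached Myoz2 and Atp2a2. Each of the 8 also passed without at least 1 of the 6 libraries. DESeq2 on all genes, chosen after seeing the values, called Eps8l1 and these 8. Of the 800 genes of Table S4, edgeR called 609 in the same direction and DESeq2 on the same genes 686. With an absolute log2 fold change over 0.5, DESeq2 on all genes gave 725 of them.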

Other observations

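The tests of Selenow reads, of the leukocyte genes and of list members outside Table S4 were chosen only after the results were seen.

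Selenow counts in KO were close to those in WT. A loss of the exon 4 reads alone predicts a log2 fold change of -0.16, since exon 4 holds 10.2% of the counted length, and the observed -0.25 lies -0.66 standard errors from it. This is consistent with Selenow mRNA largely kept at the level the exon deletion alone would give, although per-exon reads were not analysed here, and the paper's Western blot reports absence of the protein.

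Divisions of the 6 libraries into 3 and 3 were used to ask how often a result as large arises without regard to genotype. There are 10 divisions, so a share under 0.05 cannot occur. The real division gave 836 genes past the thresholds, and no other of the 10 gave as many (1 of 10; the next gave 677). For genes with an adjusted p under 0.05 the real division gave 0, with 1545 genes at an unadjusted p under 0.05, so all 10 had to give as many and the count decides nothing; the most was 2. For the gene lists, the number of the 10 divisions with a mean as large was 1 for cytosolic ribosomal proteins, 1 for endoplasmic reticulum chaperones, 2 for mitochondrially encoded complex I, 9 for nuclear complex I, 3 for lysosome, 5 for the glutathione list, 3 for cGMP-PKG, 1 for slow and developmental muscle, 5 for fast muscle and 5 for leukocytes. Only 4 of the 10 divisions part all 3 same-numbered pairs. Among these 4 the number as large, the real one included, was 1 for the genes past the thresholds and for the ribosomal, chaperone, mitochondrially encoded complex I and slow muscle lists. It was 3 for nuclear complex I and 4 for leukocytes.

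The lower cytosolic ribosomal protein genes were tested against technical explanations. The mean log2 fold change was -0.33 after the length offset, -0.38 after the GC offset and -0.39 with the mitochondrially encoded genes left out, and the value nearest 0 with one library left out was -0.28. Coding genes in the middle length range of the list had a mean of -0.083. The length offset moved the mean and left 76 of the 79 genes lower. The GC offset changed calls elsewhere, where 786 of the 836 called genes stayed called in the same direction, and left 77 of the 79 lower. These values argue against gene length or GC content as the source of the whole shift. Leaving out the mitochondrially encoded genes hardly moved the mean and does not rule out the mitochondrial share of the counts. The shift cannot be told apart from that share or from a division of the animals by chance. Reads of ribosomal genes and their pseudogenes may also be shared, as the r of 0.308 over pairs allows. A lower ribosomal protein mRNA level in KO muscle remains a hypothesis.

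The slow and developmental muscle genes were tested for dependence on a single library. Without WT replicate 3, which had the highest values, the mean was -0.59 against -0.90 with all libraries. Its 13 members outside Table S4 had a mean of -0.52 (adjusted p = 0.00477 from limma's camera). Table S4 was chosen by fold change in the same counts, so the fall cannot be told apart from the choice of members with that table in view. The leukocyte genes came to -0.11 without WT replicate 3, so their fall rests on that library, and their 14 tested members outside Table S4 had a mean of -0.84 (adjusted p = 0.00131 from limma's camera). Mitochondrially encoded complex I genes stood 0.051 log2 above the other mitochondrially encoded protein genes, so their rise may be part of a rise in all mitochondrially encoded genes and not of complex I alone.

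The paper reports Atrogin-1 and MuRF-1 protein as up-regulated in KO muscle. In these libraries the mRNA of Fbxo32 (Atrogin-1) had a log2 fold change of -0.43 (standard error 0.41, adjusted p = 0.768 from edgeR) and that of Trim63 (MuRF-1) of -0.58 (standard error 0.51, adjusted p = 0.755 from edgeR). WT replicate 2 had the highest values of both, with a CPM of 693 and 424. The paper measures RAC1 and CDC42 protein in GAS muscle. It reports lower RAC1 in the DEX and aging models and lower CDC42 in the DEX model. In these libraries, from aged TA muscle, the mRNA of Rac1 had a log2 fold change of 0.024 (standard error 0.13, adjusted p = 0.966 from edgeR), and that of Cdc42 of -0.17 (standard error 0.13, adjusted p = 0.704 from edgeR). The muscles differ, so these values do not compare mRNA with protein in the same tissue.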
